# Impact of diffused versus vasculature targeted DNA damage on the heart of mice depleted of telomeric factor Ft1

**DOI:** 10.1111/acel.14022

**Published:** 2023-11-13

**Authors:** Mattia La Torre, Eleonora Centofante, Carmine Nicoletti, Romina Burla, Alessandro Giampietro, Federica Cannistrà, Leonardo Schirone, Valentina Valenti, Sebastiano Sciarretta, Antonio Musarò, Isabella Saggio

**Keywords:** cardiomyopathy, DNA damage, fibrosis, hypertrophy, telomeres

## Abstract

DNA damage is emerging as a driver of heart disease, although the cascade of events, its timing, and the cell types involved are yet to be fully clarified. In this context, the implication of cardiomyocytes has been highlighted, while that of vasculature smooth muscle cells has been implicated but not explored exhaustively. In our previous work we characterized a factor called Ft1 in mice and AKTIP in humans whose depletion generates telomere instability and DNA damage. Herein, we explored the effect of the reduction of Ft1 on the heart with the goal of comparatively defining the impact of DNA damage targeted to vasculature smooth muscle cells to that of diffuse damage. Using two newly generated mouse models, Ft1 constitutively knocked out (Ft1ko) mice, and mice in which we targeted the Ft1 depletion to the smooth muscle cells (Ft1sm22ko), it is shown that both genetic models display cardiac defects but with differences. Both Ft1ko and Ft1sm22ko mice display hypertrophy, fibrosis, and functional heart defects. Interestingly, Ft1sm22ko mice have early milder pathological traits that become manifest with age. Significantly, the defects of Ft1ko mice, including the alteration of the left ventricle and functional heart defects, are rescued by depletion of the DNA damage sensor p53. These results point to Ft1 deficiency as a driver of cardiac disease and show that Ft1 deficiency targeted to vasculature smooth muscle cells generates a pre‐pathological profile exacerbated by age.

**Abbreviations**
Acta1: actin alpha 1
ADAM: a disintegrin and metalloprotease
AKTIP: AKT interacting protein
ANP: atrial natriuretic peptide
BNP: natriuretic peptide B
BP: blood pressure
BSA: bovine serum albumin
BW: body weight
Col‐: collagens
CSA: fiber cross‐sectional area
ERCC1: excision repair cross‐complementation group 1
ESCRT: endosomal sorting complexes required for transport
FISH: fluorescence in situ hybridization
Ft1: fused toes gene 1
Ft1F: Ft1 floxed
Ft1hz: constitutively knock out of Ft1 ‐ heterozygous mice
Ft1ko: constitutively knock out of Ft1 ‐ homozygous mice
Ft1kof: Ft1 knockout‐first mice
Ft1sm22ko: vasculature targeted depletion of Ft1
gDNA: genomic DNA
GLM: generalized linear model
HW: heart weight
IL‐: interleukins
LV: left ventricle
LV: lentivector
MAPK: mitogen‐activated protein kinase
MCP1: monocyte chemoattractant protein‐1
MMP: matrix metalloproteinase
mTOR: mechanistic target of rapamycin kinase
Myh6: myosin heavy chain 6
Myh7: myosin heavy chain 7
Ndufb7: NADH:ubiquinone oxidoreductase subunit B7
NFkB: nuclear factor kappa‐light‐chain‐enhancer of activated B cells
PBS: phosphate buffered saline
PINP: procollagen type I N‐terminal propeptide
Pla2g2a: phospholipase A2 group IIA
PPARGC1A: PPARG coactivator 1 alpha
Q‐PCR: quantitative PCR
RNAseq: RNA sequencing
SASP: senescence associated secretory phenotype
Slc39a8: solute carrier family 39 member 8
SPEN: spen family transcriptional repressor
Tgfβ: transforming growth factor beta
TL: tibia length
Tnc: tenascin C
TNFα: tumor necrosis factor alpha
Tnni3: troponin I3
Tnnt2: troponin T2
TSG101: tumor susceptibility gene 101
Ttn: titin
WT: wild type
XPG: xeroderma pigmentosum complementation group G

## 1 INTRODUCTION

Heart disease is a leading cause of death worldwide and refers to a range of conditions, including fibrosis, maladaptive hypertrophy, and left ventricle enlargement. Fibrosis refers to the excessive deposition of the extracellular matrix, particularly collagen, in heart tissue (Berk et al., 2007; McLellan et al., 2020). Post‐developmental hypertrophy occurs as an adaptive response to increased demands on the heart, and maladaptive hypertrophy occurs in response to pathological stimuli that is characterized by an abnormal increase in cardiomyocyte size and changes in gene expression (Nakamura & Sadoshima, 2018). Maladaptive hypertrophy can lead to impairment of cardiac function, stiffness, and increased risk of heart failure. Left ventricle structural changes occur in response to various conditions and are phenotypical traits of functional impairment (Nakamura & Sadoshima, 2018, Nishikawa, 2006 #69). Hypertrophy is defined by the activation of the MAPK, NFkB, AKT, and mTOR pathways (Samak et al., 2016). The modulation of Tgfβ and collagen, and of collagen metabolism, via PINP, MMPs, and ADAMs (Ding et al., 2020) characterizes the fibrotic phenotype.

An emerging driver of heart disease is DNA damage (Abdellatif et al., 2023). DNA can be damaged by oxidative stress, chronic inflammation, environmental toxins, telomeric attrition, or genetic mutations (Fyhrquist et al., 2013). The accumulation of DNA damage creates pathological cardiac scenarios for which it is relevant to define the single players, their interplay, and hierarchy. For example, it is yet to be clarified which heart cell types are determinant for DNA damage‐linked heart pathology. In this context, the implication of cardiomyocytes has been highlighted (Abdellatif et al., 2023; Puente et al., 2014), while that of vasculature smooth muscle cells has been implicated but not explored exhaustively (Gray et al., 2015; Wu et al., 2023).

Downstream to DNA damage, cell senescence impacts on vascular smooth muscle and endothelial cells, cardiomyocytes, and heart immune cells, and is associated with cardiovascular disease (Campisi & d'Adda di Fagagna, 2007). SASP (Senescence Associated Secretory Phenotype) defines senescent cells which over‐express p53/p21CIP1/WAF1, p16INK4a/Rb, senescence‐associated β‐galactosidase, IL‐1α, −6, and −8, and metalloproteases as MMP‐2 and ‐9. Accumulation of senescent vascular smooth muscle cells is detected in atherosclerotic plaques, while resident heart immune cells contribute to the paracrine inflammatory‐SASP phenotype of tissue. The release of cardiovascular burden obtained with senolytics further supports the negative role of senescent cells in heart dysfunction (Campisi & d'Adda di Fagagna, 2007; Mehdizadeh et al., 2022; Rodier et al., 2009).

AKTIP (Ft1 in mouse) is a human gene whose properties intercept genome integrity and telomere function. AKTIP (or Ft1) deficiency generates telomere instability and DNA damage (Burla et al., 2015, 2016; Cenci et al., 2015). AKTIP and Ft1 have sequence similarity with TSG101, a tumor susceptibility gene that functions in viral budding and cytokinesis. We produced evidence that AKTIP is associated with ESCRT, a macromolecular machinery acting on membrane dynamics and nuclear envelope integrity (Merigliano et al., 2021). In vivo, the reduction of the mouse counterpart of AKTIP, Ft1, induces premature aging of skin and bone and cancer predisposition (Burla et al., 2018; La Torre et al., 2018).

Herein, we explored the effect of the reduction of Ft1 on the heart with the goal of comparatively defining the impact of DNA damage targeted to vasculature smooth muscle cells to that of diffuse DNA damage. To address these points, we generated mice constitutively depleted in Ft1 (Ft1ko) and smooth muscle targeted depleted animals (Ft1sm22ko) to investigate the specific implication of these cells in pathomolecular cardiac events.

Our results suggest that Ft1 deficiency is a driver of cardiac disease. Our data also show that Ft1 deficiency targeted to smooth muscle cells is sufficient to generate a pre‐pathological profile early in life that is exacerbated with aging. Constitutive depletion of Ft1, which includes its reduction in cardiomyocytes and fibroblasts, is, on the other hand, necessary for the generation of manifest cardiac pathological defects at the early age and later in life. Finally, we show that these defects are rescued by depletion of the DNA damage responder p53.

## 2 RESULTS

### 2.1 Production and colony characterization of mice with constitutive and vascular smooth muscle targeted depletion of Ft1

Ft1 is a factor needed for telomere integrity whose depletion induces DNA damage (Burla et al., 2015, 2016, 2018; La Torre et al., 2018). We explored the link between heart failure and DNA damage in relation to Ft1 function and the implication of vasculature targeted DNA damage in heart pathology. Toward this end two different Ft1ko models were designed. In the first, we constitutively knocked out Ft1 (Ft1ko mice). In the second, Ft1sm22ko mice, we targeted the depletion of Ft1 using the sm22 promoter, a prototypical marker of vasculature smooth muscle cells in the heart (Moessler et al., 1996; Skelly et al., 2018). To rule out that the phenotype of ko animals would be conditioned by organ or age differences related to Ft1, we assessed Ft1 expression in WT mice. Q‐PCR on the heart, aorta, brain, kidney, liver, and spleen showed that Ft1 is expressed at similar levels in all organs (Figure S1A,B), and that the expression of Ft1 in mice at 1 and 21 weeks in each organ is comparable (Figure S1C).

To generate Ft1ko mice, we started from Ft1 ko‐first (Ft1kof) animals (La Torre et al., 2018). Ft1kof genetics is based on a cassette flanked by flippase recognition sites (Frt) that can be readily used to generate further genetically modified animals (Testa et al., 2004). Ft1kof mice were crossed with flippase expressing mice (flpo/Gt(ROSA)26Sorflpo) (Birling et al., 2012) to obtain Ft1 floxed (FtF) (Figure S1D,E). Using Ft1F derived mouse embryonic fibroblasts transduced with a lentiviral vector expressing Cre recombinase targeting the Ft1 cassette, accumulation of DNA damage on ɣH2AX foci was observed (Figure S1F,G), as well as an increase in telomere number (Figure S1H,I). These data are consistent with the function played by Ft1 (Burla et al., 2015, 2016). Indeed, we previously showed that the depletion of Ft1 (or of its human orthologue AKTIP) generates genome instability and activation of a DNA damage response along with telomere fragility defined by the presence of multiple telomere signals at chromosome ends (Burla et al., 2015, 2016). Therefore, the phenotype of Ft1F derived mouse embryonic fibroblasts prefigurates the suitability of our models to explore the impact of Ft1 depletion. Crossing Ft1F with constitutively Cre expressing mice (CMV‐cre/Tg(CMV‐cre)1Cgn) (Schwenk et al., 1995) (Figure S1D) we generated Ft1ko mice, as validated by genotyping, before and after Cre removal (Figure S1J). For the production of vasculature targeted Ft1 depletion, Ft1F mice were crossed with sm22‐cre mice (sm22‐cre/Tg(Tagln‐cre)1Zli) (Moessler et al., 1996) (Figure S1K). The genotypes of Ft1sm22ko mice were validated by PCR before and after Cre removal (Figure S1L).

As a preliminary step to colony characterization, we monitored Ft1 expression in the different models. Q‐PCR showed that Ft1 is at levels similar to WT in Ft1F (Figure S1M), was fully depleted in Ft1ko (Figure 1A), and was partially reduced in the heart of Ft1sm22ko animals; this latter trait is consistent with the fact that the heart contains both sm22 positive and sm22 negative cells (Figure 1A). To profile the overall impact of Ft1 depletion, we monitored the survival and body weight in the two mouse colonies over time. Constitutive depletion of Ft1 causes survival defects that are present as early as 1 week of age and remain significant over time, until old age (Figure 1B,C). The situation was different for mice with vascular depletion of Ft1, which display mild early survival defects that became more robust after 11 and 20 weeks (Figure 1B,C). The evaluation of body weight showed that there was a significant reduction in Ft1ko mice starting at neonatal age (Figure 1D–G). In Ft1sm22ko mice, we observed a modest reduction of body weight in neonatal mice compared to matched WT controls, but the defect was exacerbated in older mice (Figure 1D,E, H,I).

**FIGURE 1:**
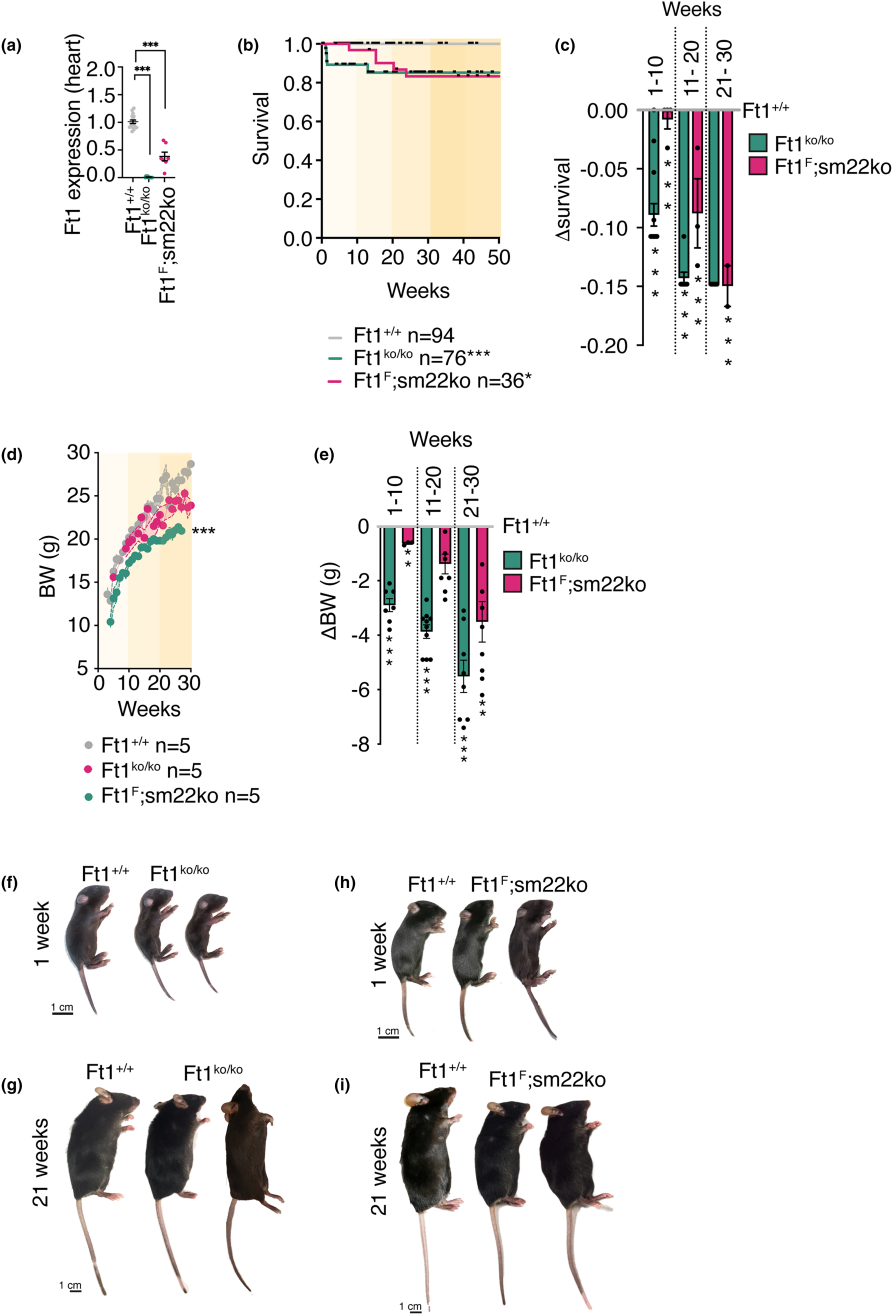
Survival and developmental alterations in Ft1ko and Ft1sm22ko mice. (a) Q‐PCR analysis of relative Ft1 expression in sex balanced populations of WT, Ft1ko, and Ft1sm22ko mice. (b) Kaplan–Meier survival curves of sex balanced populations of WT, Ft1ko, and Ft1sm22ko mouse colonies. (c) Delta survival proportion of sex balanced populations of Ft1ko and Ft1sm22ko versus WT mice. (d) Body weight (BW) curves of females of WT, Ft1ko, and Ft1sm22ko mice. (e) Delta BW of females of Ft1ko and Ft1sm22ko vs WT mice. (f–i) Representative images of WT and Ft1ko (f, g) and WT and Ft1sm22ko (h, i) of 1 and 21 week old mice, respectively. A minimum of five animals/genotype was used for analyses. Statistical analysis for survival curves were performed with log‐rank—Mantel–Cox test and shown in graphs with *p < 0.05, ***p < 0.001. Unless specified, statistical analysis for significant differences were performed with Student's test and shown in graphs by *p < 0.05, **p < 0.01, ***p < 0.001. Graphs show mean ± SEM.

These data show that the depletion of Ft1 significantly affects mouse development and survival and that when the depletion is targeted to the vasculature the induced fragility has an increasing impact with age.

### 2.2 Constitutive and vasculature targeted Ft1 deficiency drive cardiac hypertrophy and fibrosis

For the study of cardiac defects, we focused on animal groups aged 1 and 21 weeks because data on survival and animal weight show clear‐cut differences between the two mouse models at these ages. Moreover, 1 week of age in rodents is the time limit for cardiomyocyte proliferation in the heart (Porrello et al., 2011; Puente et al., 2014), an aspect that is relevant for both response to damage of cardiac tissue and for analysis of Ft1, whose action is linked with DNA replication and cell division (Burla et al., 2015; Merigliano et al., 2021). Analysis of heart weight showed that it was greater in Ft1ko animals at both 1 and 21 weeks of age (Figure 2A–D). On the other hand, 1 week old mice with Ft1 depletion targeted to the vasculature did not display differences in heart weight (Figure 2A,B). However, these defects became significant in Ft1sm22ko mice at 21 weeks (Figure 2C,D). Measurement of the fiber cross‐sectional area (CSA) in cardiac transverse sections stained for dystrophin showed that Ft1 depletion caused a mild increase in CSA in both Ft1ko and Ft1sm22ko at 1 and 21 weeks (Figure 2E–G). Counting the number of nuclei in cardiac transversal sections, a robust increase in Ft1ko and Ft1sm22ko mice was seen at 1 week (Figure 2H). On the other hand, there was no difference in nuclear numbers compared to WT in the hearts obtained from Ft1ko and Ft1sm22ko mice at 21 weeks (Figure 2I). Together these data suggest that Ft1 depletion drives cardiac hypertrophy.

**FIGURE 2:**
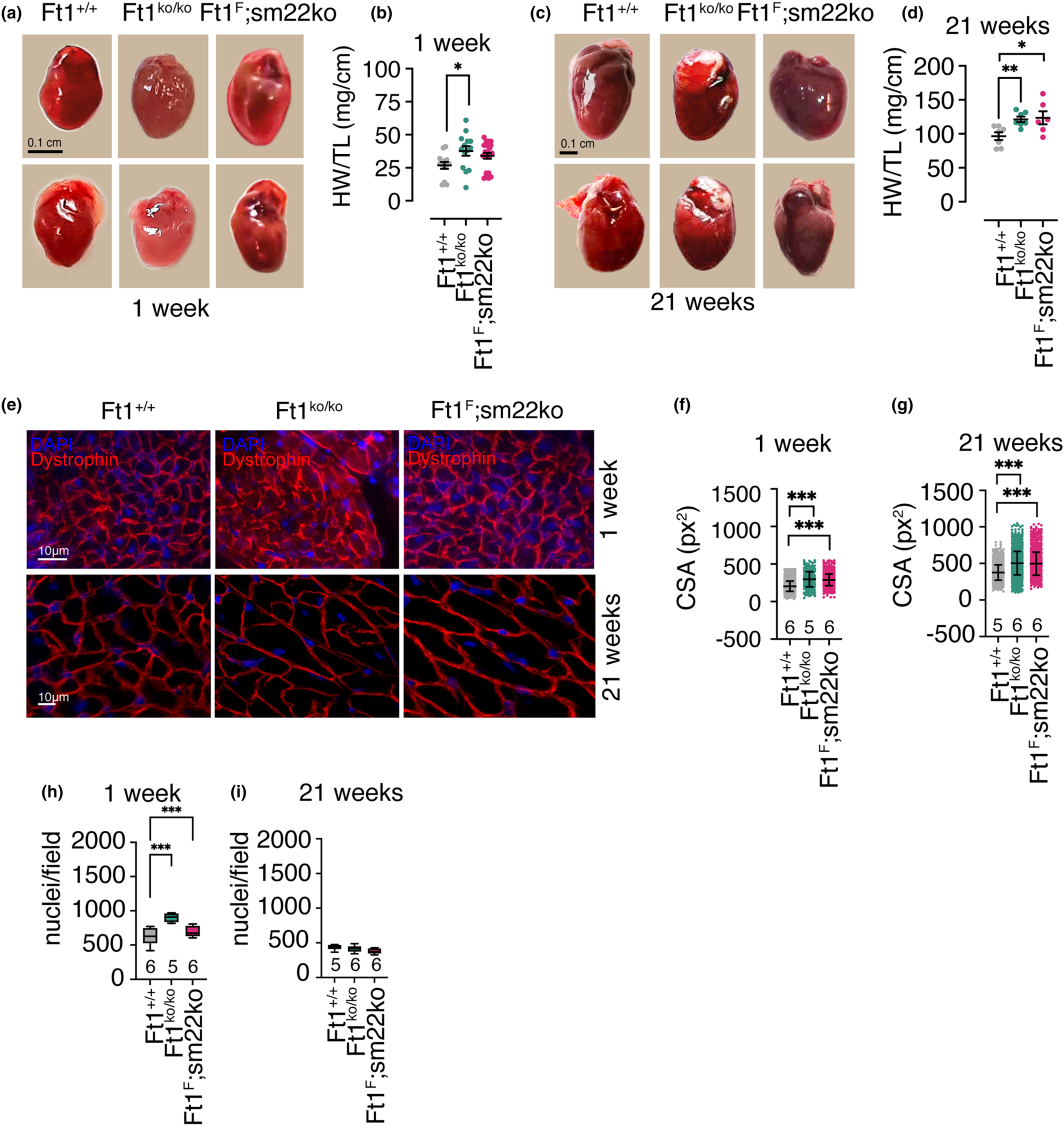
Gross heart alterations in Ft1ko and Ft1sm22ko mice. (a) Representative images of hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 week. (b) Heart weight (HW) normalized to tibia length (TL) of WT, Ft1ko, and Ft1sm22ko mice at 1 week. (c) Representative images of hearts from WT, Ft1ko, and Ft1sm22ko mice at 21 weeks. (d) HW normalized to TL analysis of WT, Ft1ko, and Ft1sm22ko mice at 21 weeks. (e) Representative images of DAPI (blue) and dystrophin (red) stained transverse sections of the hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. (f, g) Measure of cross‐sectional area (CSA) of WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks, respectively. Graphs show the mean ± SD. (h, i) Quantification of the number of nuclei per field in cardiac sections from WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. A minimum of five animals/genotype was used for analyses. Analyses were performed on sex balanced populations. Statistical analysis for significant differences were performed with Student's test and shown in graphs by *p < 0.05, **p < 0.01, ***p < 0.001. Unless specified, graphs show the mean ± SEM.

Pathological hypertrophy is found in association with fibrosis and abnormal collagen deposition (Berk et al., 2007; McLellan et al., 2020; Nakamura & Sadoshima, 2018). To monitor this latter trait in these mice, we stained myocardial sections with green picrosirius and quantified the collagen volume (Han et al., 2023). The constitutive depletion of Ft1 induced a significant accumulation of collagen, prevalently in interstitial space, rather than in proximity to the vasculature (Figure 3A–C). In Ft1sm22ko mice at 1 week, a similar but milder phenotype was observed (Figure 3A–C). In mice at 21 weeks, there was no further significant increase in collagen accumulation in either Ft1ko or Ft1sm22ko mice (Figure 3D–F). On the other hand, in WT animals collagen deposition increased with age (Figure 3G). Taken together this suggests that in Ft1 genetically modified animals the increase in collagen deposition in the heart occurs prematurely consequently to the heart damage induced by Ft1 depletion.

**FIGURE 3:**
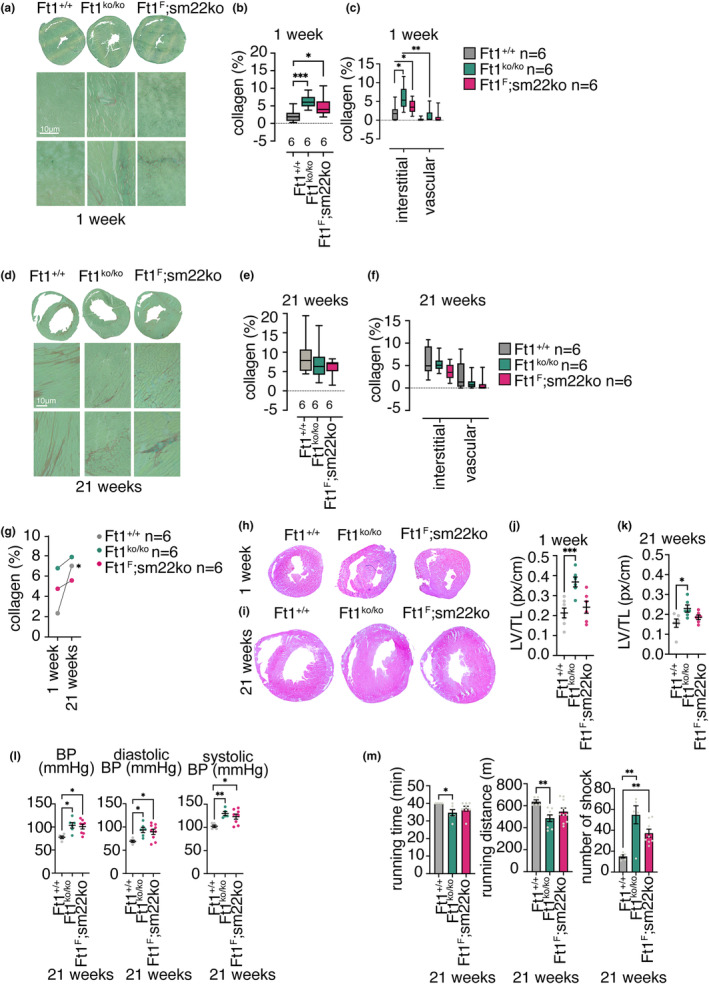
Fibrosis, left ventricle, and cardiac functions alterations of Ft1 depleted mice. (a) Representative images from fast green picrosirius stained transverse sections of the hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 week. (b, c) Total and interstitial versus vascular collagen quantification from images in (a) in WT, Ft1ko, and Ft1sm22ko mice at 1 week. (d) Representative images from fast green picrosirius stained transverse sections of the hearts of WT, Ft1ko, and Ft1sm22ko mice at 21 weeks. (e, f) Total and interstitial vs vascular collagen quantification of hearts from WT, Ft1ko, and Ft1sm22ko mice at 21 weeks. (g) Quantification of collagen percentage at 1 and 21 weeks in WT, Ft1ko, and Ft1sm22ko mice. (h, i) Representative images from hematoxylin and eosin‐stained transverse sections of the hearts WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. (j, k) Morphometric analyses of left ventricle (LV) walls normalized by TL of WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. (l) Mean blood pressure (BP), diastolic and systolic BP measurements in WT, Ft1ko and Ft1sm22ko mice at 21 weeks. (m) Running time, distance and number of shocks observed in WT, Ft1ko, and Ft1sm22ko mice at 21 weeks during an exhaustion treadmill test. A minimum of five animals/genotype was used for analyses. Analyses were performed on sex balanced populations. Statistically analysis was performed with Student's test and shown in graphs by *p < 0.05, **p < 0.01, ***p < 0.001. Graphs show the mean ± SEM.

We next evaluated cardiac function in our genetic models by monitoring histological and functional parameters. Histologically, we observed an increase in left ventricle size in 1 week old Ft1ko mice (Figure 3H,J). A difference between Ft1ko and WT mice was also observed comparing mice at 21 weeks of age (Figure 3I,K). Functionally, monitoring mean, diastolic, and systolic blood pressure in 21 week old Ft1ko and Ft1sm22ko mice we observed a significant increase of blood pressure in mutant mice compared to WT (Figure 3L). Running performances, measured by the exhaustion treadmill test (O'Connell et al., 2003), revealed a decrease in running time and distance accompanied by an increase in the number of shocks in Ft1ko mice (Figure 3M). In Ft1sm22ko mice, a similar but milder phenotype was observed (Figure 3M).

These data suggest that both constitutive and vasculature targeted depletion of Ft1 drive hypertrophy, increased collagen deposition, and cardiac functional defects.

### 2.3 The constitutive and vasculature targeted depletion of Ft1 induce the alteration of the heart transcriptome

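Hearts of 3 WT, 3 Ft1ko and 4 Ft1sm22ko mice at 1 week of age were compared by RNA sequencing. Ft1ko mice lack Ft1, whose mouse gene is Aktip, in the whole body. Ft1sm22ko mice lose it in cells that express sm22, a smooth muscle gene also named Tagln. The paper states that total RNA was prepared with TRIzol from hearts of male animals, that libraries were made with the Universal Plus mRNA-Seq kit, and that reads were counted per gene with htseq-count. The authors then fitted a model per gene with DESeq2 to each pair of groups. The authors' deposited tables, 1 for each pair, give for every gene the mean normalized count over both groups, the log2 fold change with its standard error, and the Wald statistic with its p. They hold 1 value per gene and comparison. The spread between hearts, the number of hearts that show a change and the depth of each library are therefore not given in the sources used here. Group means of a gene were worked out here from its mean and its fold change. Fold changes are written here as mutant over WT, or as Ft1sm22ko over Ft1ko. The p of the authors' deposited tables were adjusted here over all genes that have one, which are 16748 genes in Ft1ko against WT, 16661 in Ft1sm22ko against WT and 17169 in Ft1sm22ko against Ft1ko. Counts of changed genes use a Bonferroni adjusted p under 0.05, the threshold the paper states. Gene groups fixed before the data were examined were counted at a Benjamini-Hochberg adjusted p under 0.05, and the adjusted p of single genes are of this kind. Each group was also compared with all other genes by cameraPR on the Wald statistic, with a preset correlation between genes of 0.01 and adjustment over the groups. A correlation estimated from the hearts could not be had without values per heart. The median log2 fold change of all genes tested was 0.13 in Ft1ko, 0.06 in Ft1sm22ko and -0.05 between the mutants, and -0.11, -0.05 and 0.03 among genes with a mean of at least 100 normalized counts. In p simulated with the standard errors of the Ft1ko table, the Bonferroni threshold found 48 of 100 genes changed by a log2 fold of 2 and 5 of 100 changed by 1. For Ft1sm22ko it found 67 and 19 of 100, so that a gene short of the threshold is not shown to be unchanged.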

To complete the characterization of Ft1ko and Ft1sm22ko mice and interpret the heart phenotypes through a comprehensive molecular lens, we performed RNAseq of cardiac tissue from animals at 1 week of age. We focused on this age for 1 week is the time window for heart regeneration and active cell proliferation (Porrello et al., 2011; Puente et al., 2014). Transcript alignment of RNAseq samples on the region encompassing the deletion in the Ft1 gene shows, as expected, the absence of transcripts in Ft1ko mice and a reduction in Ft1sm22ko mice (Figure S2A–C). 

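RNA of Aktip, the gene that encodes Ft1, was lower than in WT in both mutants and lowest in Ft1ko. In the authors' deposited table it fell by 1.93 on the log2 scale in Ft1ko hearts, with a standard error of 0.27 and an adjusted p of 5.08e-11 computed here. The group means worked out from the same table were 174.5 normalized counts in Ft1ko and 663.9 in WT. In Ft1sm22ko hearts Aktip fell by 1.21 in the authors' deposited table (standard error 0.27, adjusted p = 1.07e-04), with means of 387.2 against 893.6. This passed the Benjamini-Hochberg threshold and not the Bonferroni threshold (adjusted p = 0.16). The direct comparison of both mutants in the authors' deposited table gave 0.72 more Aktip RNA on the log2 scale in Ft1sm22ko (standard error 0.28, adjusted p = 0.0466). Counts per gene do not separate the deleted region from the rest of the gene. Aktip lies on chromosome 8 of GRCm38 from 91111784 to 91199976 on the minus strand, where its end overlaps Rbl2, which runs from 91070057 to 91123844 on the plus strand. Rbl2, a relative of the retinoblastoma gene, was higher in the authors' deposited tables by 0.78 in Ft1ko (adjusted p = 0.0376) and by 0.56 in Ft1sm22ko (adjusted p = 0.00803). On the other side of Aktip, Rpgrip1l had log2 fold changes of 0.64 and 0.15 in the authors' deposited tables, neither past the threshold (adjusted p = 0.231 and 0.792). Genes of the pathways in which Ft1 acts showed little movement. Of 27 genes of the ESCRT machinery, which Ft1 binds, Mvb12b rose and Mvb12a, Snf8 and Vps25 fell in Ft1ko (1 higher and 3 lower when adjusted over the list alone, list test adjusted p = 0.643). In Ft1sm22ko 3 of them rose and 2 fell (1 and 2 when adjusted over the list alone, adjusted p = 0.788). Of 14 telomere and shelterin genes none passed the threshold in Ft1ko in the deposited Wald test, and Terf1 and Terf2, which bind telomeric DNA, were lower in Ft1sm22ko (none when adjusted over the list alone).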

Overall, the analyses demonstrated that Ft1 depletion generated significant modulation of the cardiac transcriptome, with 1443 transcripts modulated in Ft1ko and 1064 in Ft1sm22ko mice (Figure 4A,B). 

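Loss of Ft1 came with changes in 1504 genes in Ft1ko hearts and in 1270 genes in Ft1sm22ko hearts, which are 8.98% and 7.62% of the genes tested. A direct comparison of the mutants called 421 genes, of which 262 were higher in Ft1sm22ko and 159 were higher in Ft1ko. Genes of the cardiomyocyte's energy supply were among those higher in Ft1sm22ko. In the authors' deposited table Ucp3, a mitochondrial carrier of muscle, was higher by 3.47 on the log2 scale (standard error 0.64, adjusted p = 5.95e-06), and Cox8b, a muscle subunit of cytochrome c oxidase, by 2.51 (standard error 0.39, adjusted p = 6.71e-08). Among the genes lower in Ft1sm22ko than in Ft1ko were Ager, a receptor abundant in alveolar cells of the lung, with -5.99 in the authors' deposited table (standard error 1.27), and Lef1, a transcription factor of developing T cells, with -5.07 (standard error 1.06).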

In Ft1ko mice, 799 transcripts were upregulated and 644 were downregulated (Figure 4A). 

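In Ft1ko hearts 827 genes were higher and 677 were lower than in WT. Among genes with a mean of at least 100 normalized counts 546 were higher and 630 lower, so the larger number of rises rests on genes with fewer counts. Genes of the lung and of the atrium were among the largest rises. Of 8 markers of lung epithelium 8 rose (8 when adjusted over the list alone), with a median log2 fold change of 8.19 and a list test adjusted p of 0.00345. Sftpd, a surfactant protein, led with 11.74 in the authors' deposited table (standard error 1.93, adjusted p = 3.64e-08) and worked out means of 1094 normalized counts in Ft1ko against 0.319 in WT, so the fold rests on almost no counts in WT. Aqp5, a water channel of lung and gland epithelium, was higher by 9.65 in the authors' deposited table. Of 13 atrial markers 10 rose and none fell (11 when adjusted over the list alone, median 2.11, adjusted p = 5.07e-19), led by Myl7, the atrial myosin light chain, with 8.40 in the authors' deposited table (standard error 0.46). Genes made in striated muscle were among the deepest falls. Rpl3l, a ribosomal protein made in heart and skeletal muscle, fell by 5.79 in the authors' deposited table (standard error 0.68, adjusted p = 2.75e-15) and Art1, a muscle ADP-ribosyltransferase, fell by 5.05 (standard error 0.30, adjusted p = 1.83e-61). Abundant noncoding RNAs moved as well. On a list chosen after the values were seen (Rn45s, Mir6236, Rpph1, Rmrp, Malat1, Neat1 and the protein coding Lars2) 7 of 7 RNAs were lower in Ft1ko, with a median of -4.02. Rn45s, the precursor of ribosomal RNA, had worked out means of 186896 normalized counts in Ft1ko and 5459498 in WT. Whether the hearts or their libraries differ in these RNAs was not separated, since no values per library were at hand. DESeq2 gives no p to a gene in which 1 library has an extreme count, and 9 of 10 markers of thymocytes had none in both comparisons that hold Ft1ko.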

In 1 week old Ft1sm22ko mice, 527 transcripts were upregulated and 537 were downregulated (Figure 4B). 

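In Ft1sm22ko hearts 645 genes were higher and 625 were lower than in WT. Genes of atrial muscle were among the largest rises. Of 13 atrial markers 10 rose and Nr2f1 fell (11 and 1 when adjusted over the list alone), with a median log2 fold change of 1.88 and a list test adjusted p of 3.60e-15. Sln, a regulator of the atrial calcium pump, was higher by 8.66 in the authors' deposited table (standard error 1.01, adjusted p = 3.14e-15), and Mybphl, a myosin binding protein of the atrium, by 6.67 (standard error 0.60, adjusted p = 1.20e-25). RNAs of ribosomal origin and other noncoding RNAs were among the deepest falls, and here too a difference between the libraries was not separated from one between the hearts. Mir6236 fell by 6.54 in the authors' deposited table (standard error 0.57, adjusted p = 4.65e-27) and Rn45s by 4.52 (standard error 0.91, adjusted p = 1.04e-05), and the 7 RNAs of the list with Rn45s, chosen after the values were seen, had a median of -4.50, with 7 lower. Zbtb16, a transcription factor induced by glucocorticoids, fell by 3.66 in the authors' deposited table (standard error 0.34, adjusted p = 2.64e-23). Mhrt, a noncoding RNA of the myosin heavy chain locus, fell by 3.86 in the same deposited table of the authors. The 8 markers of lung epithelium had no p in this comparison, which DESeq2 withholds where 1 library has an extreme count.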

An abundant number of transcripts is commonly regulated in Ft1ko and Ft1sm22ko mice (*n* = 617; Figure 4C). 

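Of the 16086 genes tested in both mutants, 651 were changed in both, 347 of them higher and 303 lower in both mutants. Genes of matrix and endocardium were among the shared rises. Postn, a matrix protein of valves and fibroblasts, was higher in the authors' deposited tables by 2.63 (standard error 0.25) in Ft1ko and by 2.65 (standard error 0.25) in Ft1sm22ko. Npr3, the clearance receptor for natriuretic peptides and a marker of endocardium, was higher by 2.69 and 2.82 in the authors' deposited tables, with adjusted p of 3.42e-20 and 6.15e-21. Among the shared falls, Klf9, a transcription factor induced by glucocorticoids, fell by 2.26 and by 2.03 in the authors' deposited tables (adjusted p = 9.03e-15 and 8.15e-15). Gm12338, a predicted gene chosen after its values were seen, was the 1 gene changed in opposite directions, with -2.74 in Ft1ko and 1.55 in Ft1sm22ko in the authors' deposited tables. The shared genes were 43.3% of all 1504 genes changed in Ft1ko, of which 1378 were tested in both mutants. They were 51.3% of the 1270 genes changed in Ft1sm22ko. Lists independent of each other would share 28.1 higher and 26.3 lower genes. Both comparisons use the same 3 WT hearts, so the lists are not independent. In 100 simulated draws of unchanged mutants that share the WT hearts, at most 0 genes were called in both. The Bonferroni threshold called 0 unchanged genes in simulated data of each mutant against WT. The draws therefore cannot show how much the shared WT hearts add to the overlap of mutants that do change.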

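Genes of the extracellular matrix were higher in both mutants, and genes of the contractile apparatus were lower, most of all in Ft1ko. Of 37 matrix glycoproteins and crosslinkers 22 rose and 2 fell in Ft1ko (23 and 2 when adjusted over the list alone), with a median log2 fold change of 1.11 and a list test adjusted p of 1.72e-11. In Ft1sm22ko 27 rose and 1 fell (29 and 1 when adjusted over the list alone, median 1.29, adjusted p = 3.60e-15). The falling ones, Plod1 and P4ha2 in Ft1ko and P4ha2 in Ft1sm22ko, modify collagen in the cell, and were named after their values were seen. Eln, the elastin gene, was higher by 3.50 in Ft1ko (standard error 0.31, adjusted p = 5.59e-27) and by 2.21 in Ft1sm22ko (standard error 0.36, adjusted p = 3.23e-08) in the authors' deposited tables. The matrix group did not differ between the mutants in the direct comparison, with 5 higher and 7 lower in Ft1sm22ko (6 and 7 when adjusted over the list alone, adjusted p = 0.929). Of 34 sarcomere genes 27 fell and 3 rose in Ft1ko (the same numbers when adjusted over the list alone, median -2.03, adjusted p = 6.37e-08). In Ft1sm22ko 17 of 33 fell and 3 rose (17 and 4 when adjusted over the list alone, median -0.78, adjusted p = 1.90e-04). The 3 that rose, Myl4, Myl7 and Tnni1, are made in atrial or fetal muscle, and Tnni1 was named after its values were seen. Tcap, a cap of the giant protein titin, fell by 4.22 in Ft1ko (standard error 0.47, adjusted p = 1.29e-16) and by 2.13 in Ft1sm22ko (standard error 0.42, adjusted p = 9.41e-06) in the authors' deposited tables. Set against Ft1ko, 21 of 33 sarcomere genes were higher in Ft1sm22ko and 0 were lower (24 when adjusted over the list alone, adjusted p = 1.49e-10). Genes of calcium handling and ion channels fell in Ft1ko as a group, with 11 of 19 lower and 3 higher (12 and 3 when adjusted over the list alone, adjusted p = 0.00605), among them Ryr2, the calcium release channel, by 2.46 in the authors' deposited table (adjusted p = 1.45e-13). In Ft1sm22ko 7 fell and 3 rose (7 and 4 when adjusted over the list alone, adjusted p = 0.387), and the direct comparison called 10 higher and 1 lower than in Ft1ko (12 and 1 when adjusted over the list alone, adjusted p = 1.99e-06). Markers of ventricular muscle were lower as a group in Ft1ko and fell short of the threshold in Ft1sm22ko. Of 8 such markers 4 fell in Ft1ko (4 when adjusted over the list alone, median -2.09, adjusted p = 0.0166) and 2 in Ft1sm22ko (2 when adjusted over the list alone, adjusted p = 0.412). This list shares Myl2 and Myl3 with the sarcomere group and Kcnj2, Gja1 and Pln with the calcium group. It is therefore not independent of them.

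**Figure D1:**
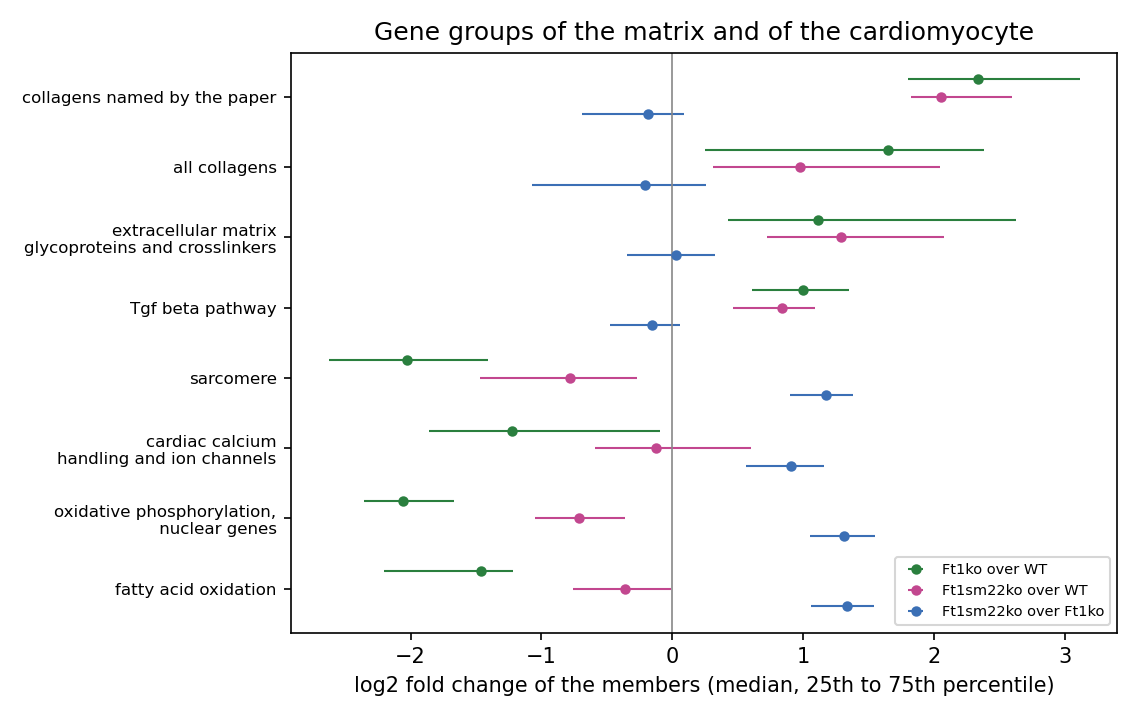
Median log2 fold change (point) and 25th to 75th percentile (line) of the genes of 8 groups, for Ft1ko over WT, Ft1sm22ko over WT and Ft1sm22ko over Ft1ko. The 4 matrix groups lie above 0 in both mutants, and oxidative phosphorylation lies at -2.06 in Ft1ko and -0.71 in Ft1sm22ko.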

Interrogation of the gene ontology (GO) data sets indicated that the extracellular organization of the hearts in both Ft1ko and Ft1sm22ko mice was altered (Figure 4D), and that in Ft1ko there was alteration of transcripts associated with dilated left ventricle, dilated cardiomyopathy, cardiomyopathy, and hypertrophic cardiomyopathy (Figure 4E,F).

**FIGURE 4:**
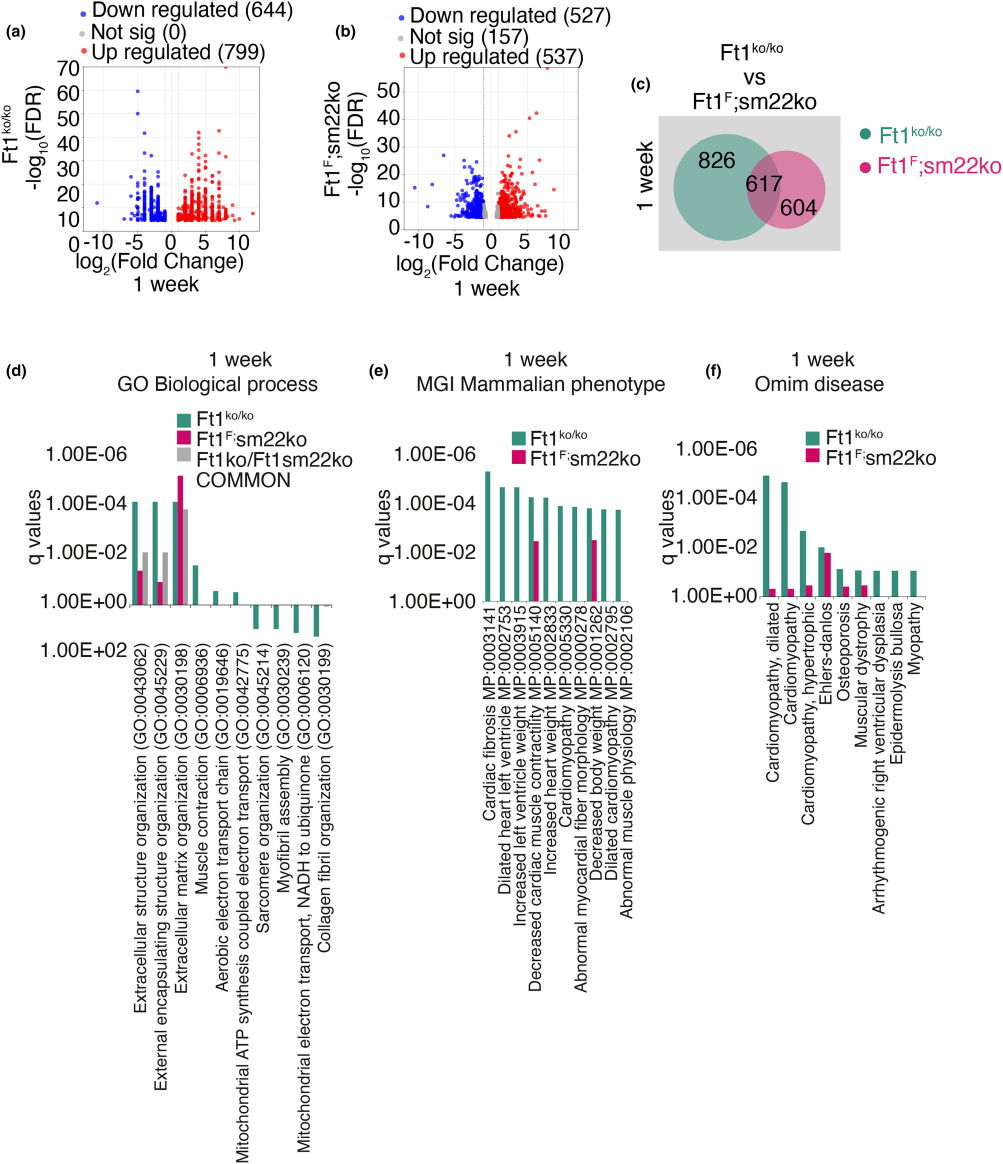
Heart transcriptome of Ft1 depleted 1 week old mice. (a, b) Volcano plot representing the total number of significantly modulated transcripts obtained by RNAseq analysis of hearts from males Ft1ko (*N* = 3) (a), Ft1sm22ko (*N* = 4) (b), at 1 week compared to matched WT (*N* = 3). (c) Venn diagram of differentially expressed transcripts from RNAseq analysis of Ft1ko (green) and Ft1sm22ko (pink) of 1 week old mice compared to matched WT. (d–f) Enrichr analysis for MGI Mammalian Phenotype Level 42,021, biological process, and Omim disease of significantly modulated transcripts from Ft1ko and Ft1sm22ko mice at 1 week. Significance was obtained with Bonferroni correction and FDR <0.05.

To further interpret transcriptome data from the two models, we constructed chord plots on the full list of significantly modified transcripts of Ft1ko and Ft1sm22ko mice. Ft1ko mice showed upregulation of transcripts relating to the extracellular matrix, fibrosis, alteration of the left ventricle, and heart weight, cardiomyopathy (Figure 5A–C). 

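The Tgf beta pathway and markers of matrix producing tissues rose together in Ft1ko hearts. Of 19 pathway genes 12 rose and none fell (14 when adjusted over the list alone), with a median log2 fold change of 1.00 and a list test adjusted p of 1.88e-04. Tgfb2, a ligand active in the developing valves, was higher by 2.19 in the authors' deposited table (standard error 0.41, adjusted p = 1.81e-06), and Ltbp2, a binding protein of elastic fibres, by 5.10 (standard error 0.66, adjusted p = 1.22e-12). Of 10 markers of activated fibroblasts 6 rose (7 when adjusted over the list alone, median 2.34, adjusted p = 4.33e-06). Tnc, a matrix protein of remodelling tissue, was higher by 4.47 in the authors' deposited table (standard error 0.50, adjusted p = 1.43e-16). Slc39a8, a zinc transporter, was higher by 4.34 in the same deposited table of the authors (standard error 0.49, adjusted p = 2.16e-16). Markers of some other tissues of the heart were higher along with the matrix, and those of others were not. Of 9 epicardial and mesothelial markers 8 rose (8 when adjusted over the list alone, median 3.52, adjusted p = 4.34e-15), among them Upk3b by 3.75 in the authors' deposited table (standard error 0.36). All 6 endocardial markers rose (6 when adjusted over the list alone, median 2.65, adjusted p = 7.62e-09), as did 6 of 7 markers of valve and cartilage (7 when adjusted over the list alone, median 3.26, adjusted p = 0.00592). The valve and cartilage list is mostly matrix genes and the endocardial list holds Postn and Hapln1, so both repeat part of the matrix rise. Of 11 smooth muscle markers 6 rose and Smtn and Myocd fell, Myocd named after its values were seen (6 and 2 when adjusted over the list alone, adjusted p = 0.0113, and 0.147 when ranks replaced the Wald statistic). Of 12 endothelial markers none rose and Fabp4, Esam and Egfl7, named after their values were seen, fell (0 and 3 when adjusted over the list alone, median -0.14, adjusted p = 0.217), and pericyte markers mostly fell. Some markers of tissues outside the heart were higher in Ft1ko too, with 8 of 8 of lung epithelium (median 8.19) and 5 of 9 of fat (median 4.56). The share of such tissues in the rise of the matrix, epicardial and cartilage genes was not separated. Of 9 skeletal muscle markers 0 rose and 1 fell.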

In Ft1sm22ko mice, the alterations were mainly related to the extracellular matrix (Figure 5D).

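Matrix related groups were higher in Ft1sm22ko hearts too. Of 19 genes of the Tgf beta pathway 12 rose and none fell (12 when adjusted over the list alone), with a median log2 fold change of 0.84 and a list test adjusted p of 4.33e-06. Activated fibroblast markers rose in 8 of 10 cases (8 when adjusted over the list alone, median 2.24, adjusted p = 1.33e-06), and general fibroblast markers in 10 of 12 (10 when adjusted over the list alone, median 1.29, adjusted p = 1.40e-08). Tgfb2 was higher by 1.25 in the authors' deposited table (standard error 0.25, adjusted p = 1.38e-05), Ltbp2 by 2.15 (standard error 0.42, adjusted p = 4.55e-06), and Cthrc1, a secreted protein of activated fibroblasts, by 3.13 (standard error 0.51, adjusted p = 3.96e-08). Tgfb2, Ltbp2 and Tgfbi were lower than in Ft1ko in the direct comparison (3 when adjusted over the list alone), although the pathway as a group was not (adjusted p = 0.137). Epicardial and mesothelial markers rose with the matrix in 8 of 9 cases (8 when adjusted over the list alone, median 3.34, adjusted p = 1.77e-11), endocardial markers in 6 of 6 (6 when adjusted over the list alone, median 2.73, adjusted p = 2.39e-10), and valve and cartilage markers in 4 of 6 (4 when adjusted over the list alone, median 2.19, adjusted p = 0.00871). Of 12 endothelial markers 2 rose and 3 fell (2 and 3 when adjusted over the list alone, median -0.01, list test adjusted p = 0.786). Of 8 pericyte markers 1 rose and 2 fell (1 and 2 when adjusted over the list alone, median -0.05, list test adjusted p = 0.75). In the smooth muscle group, whose gene Tagln drives the deletion, Tagln, Cnn1 and Actg2 rose and Smtn fell out of 11 (3 and 1 when adjusted over the list alone, adjusted p = 0.48). Tagln itself was higher by 0.90 in the authors' deposited table (standard error 0.32, adjusted p = 0.0186).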

**FIGURE 5:**
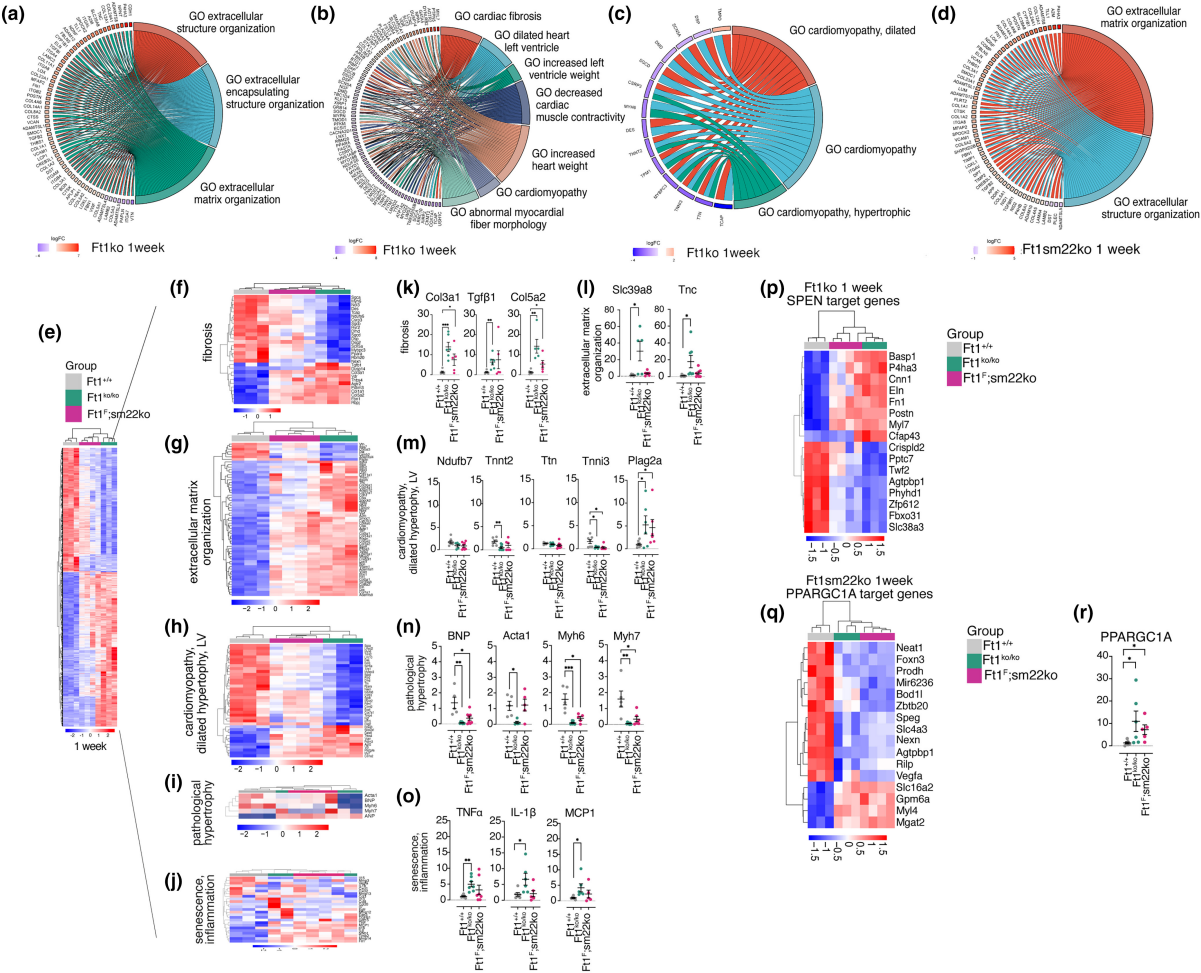
Cardiac transcriptome signatures of Ft1ko and Ft1sm22ko mice. (a–d) Chord plots showing modulated transcripts and enrichment groups from Ft1ko mice at 1 week compared to matched WT (a–c) and from Ft1sm22ko mice at 1 week compared to matched WT (d). The direction of modulation for transcript gene is indicated in the legend. Chord plots were designed on the selection from Enricher data of top terms with a *q*‐value <10^−5^. (e–j) Row‐normalized heatmaps of transcript modulation in WT, Ft1ko, and Ft1sm22ko mice at 1 week. (k–o) Q‐PCR on heart derived cDNA from WT, Ft1ko, and Ft1sm22ko mice at 1 week. (p, q) Row‐normalized heatmaps of transcript modulation of SPEN and PPARGC1A target genes of WT, Ft1ko, and Ft1sm22ko mice at 1 week. (r) Q‐PCR of relative PPARGC1A expression in the hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 week. Significantly modulated transcripts were obtained by Bonferroni correction, adjusted‐*p* value <0.05. A minimum of five animals/genotype was used for Q‐PCR analyses. Q‐PCR analyses were performed on sex balanced populations. Statistical analysis was performed with Student's test and shown in graphs by *p < 0.05, **p < 0.01, ***p < 0.001. Graphs show the mean ± SEM.

We next built heat maps to compare WT and Ft1sm22ko to Ft1ko. The data show intra‐ and inter‐sample similarity of the Ft1ko and Ft1sm22ko signatures (Figure 5E). 

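Across the genes the signatures of both mutants pointed mostly the same way, and changes picked in Ft1ko were mostly smaller in Ft1sm22ko. Of 1378 genes changed in Ft1ko and tested in both mutants, 1264 (91.7%) changed less in Ft1sm22ko, and the median Ft1sm22ko change was 0.649 of the Ft1ko change (25th to 75th percentile 0.482 to 0.834). A set picked for its change in 1 mutant tends to look smaller in the other. The 1270 genes picked in Ft1sm22ko had a median ratio of 0.954, with 55% smaller than in Ft1ko. For the genes called in both mutants the ratio was 0.808, for those called in Ft1ko alone 0.512 and for those called in Ft1sm22ko alone 1.18. The direct comparison of the mutants called 152 of the 1378 genes, 151 of them smaller in Ft1sm22ko. Of the genes picked in Ft1sm22ko it called 51, with 23 smaller in Ft1sm22ko, and of the 619 called in Ft1sm22ko alone it called 27, with 0 smaller. Dlk1, a growth regulator of fetal tissues, was higher by 4.39 in Ft1ko and by 3.08 in Ft1sm22ko in the authors' deposited tables, and was lower in Ft1sm22ko than in Ft1ko by -1.28 (adjusted p = 0.00202). By contrast Upk1b, an epicardial marker, was higher by 3.52 and 3.51 in the authors' deposited tables, with a difference between the mutants of -0.01 (adjusted p = 0.99). The log2 fold changes of both mutants correlated across genes with Pearson's r of 0.819 and Spearman's rho of 0.808, where genes are not independent replicates. Sharing the 3 WT hearts gave a mean r of 0.671 among the simulated unchanged mutants, whose covariance was 0.368 against 1.64 in the data. Similarity among hearts of 1 group was not analysed here, since there is 1 value per gene and comparison. From the heatmap of WT and mutant hearts (Figure 5E), the paper states that the Ft1ko and Ft1sm22ko signatures are similar within and between samples.

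**Figure D2:**
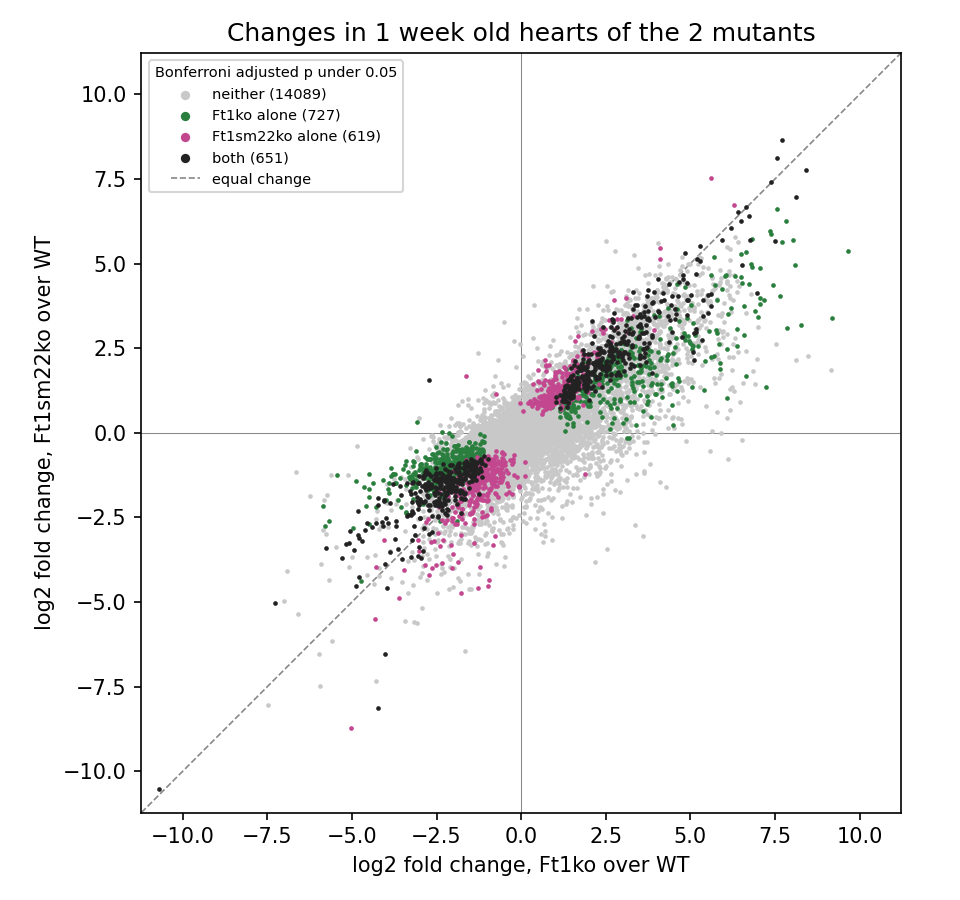
Log2 fold change over WT of each gene tested in both mutants, with Ft1ko on the horizontal and Ft1sm22ko on the vertical axis, and the genes past the Bonferroni threshold coloured by the mutant in which they pass. Of the 651 genes changed in both, 545 changed less in Ft1sm22ko, and 727 genes pass in Ft1ko alone and 619 in Ft1sm22ko alone.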

The analysis of single transcripts from RNAseq data related to the fibrotic signature showed upregulation of Tgfβ1, Col1a1, Col5a2, and Fbn1 in Ft1ko mice (Figure 5F). 

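Of the 4 fibrosis genes, 3 were higher in Ft1ko hearts past the threshold over all genes and 4 when adjusted over the list alone. The paper names these genes for their rise in these samples, so their count is not independent evidence of a fibrotic direction. Col1a1, the main chain of type I collagen, was higher by 2.17 on the log2 scale in the authors' deposited table (standard error 0.26, adjusted p = 7.20e-15), with worked out means of 26595 normalized counts in Ft1ko and 5918 in WT. Fbn1, the main protein of microfibrils, was higher by 1.52 in the authors' deposited table (standard error 0.22, adjusted p = 1.13e-10), with means of 4991 and 1737. Col5a2, a chain of type V collagen, was higher by 1.64 in the authors' deposited table (standard error 0.25, adjusted p = 1.77e-09), with means of 3762 and 1210. Tgfb1, the ligand that activates fibroblasts, had a log2 fold change of 0.67 in the authors' deposited table (standard error 0.30, adjusted p = 0.0671 over all genes), with means of 747.7 and 470.7. Tgfb3 was higher by 1.31 in the authors' deposited table (standard error 0.31, adjusted p = 2.08e-04).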

In Ft1sm22ko mice, these transcripts were less significantly modulated (Figure 5F). 

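In Ft1sm22ko hearts Col1a1, Col5a2 and Fbn1 were higher than in WT and Tgfb1 did not pass the threshold, also when adjusted over the list alone. The paper names these 4 genes for changes in these samples, so the count is not independent evidence. Col1a1 was higher by 1.87 on the log2 scale in the authors' deposited table (standard error 0.23, adjusted p = 1.68e-13), Col5a2 by 1.63 (standard error 0.22, adjusted p = 2.46e-11) and Fbn1 by 1.41 (standard error 0.20, adjusted p = 1.10e-10). Tgfb1 had a log2 fold change of 0.26 in the authors' deposited table (standard error 0.18, adjusted p = 0.292). None of the 4 genes passed the threshold in the direct comparison of the mutants from DESeq2, nor did any when adjusted over the list alone. The differences between Ft1sm22ko and Ft1ko in the authors' deposited table were -0.29 for Col1a1 (adjusted p = 0.224), 0.00 for Col5a2 (adjusted p = 0.999), -0.11 for Fbn1 (adjusted p = 0.727) and -0.41 for Tgfb1 (adjusted p = 0.1).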

In the extracellular matrix group, in RNAseq data we observed the up‐regulation of a large set of collagens (Col16a1, Col24a1, Col11a1, Col12a1, Col3a1, Col14a1, Col23a1, Col5a2, Col1a2, Col5a1, Col8a2, Col1a1, Col4a6) (Figure 5G). 

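All 13 named collagens were higher in both mutants, also when adjusted over the list alone. The paper names them for their rise in these samples, so the count is not independent evidence. Their median log2 fold change was 2.33 in Ft1ko (list test adjusted p = 2.67e-16) and 2.05 in Ft1sm22ko (adjusted p = 3.52e-15). The largest were Col24a1, by 4.90 in Ft1ko (standard error 0.58) and 3.48 in Ft1sm22ko (standard error 0.67), and Col12a1, a collagen that lies on the surface of fibrils, by 4.56 (standard error 0.36) and 3.50 (standard error 0.49) in the authors' deposited tables. Col3a1, the fibrillar collagen of soft tissues, was higher by 1.80 (adjusted p = 3.28e-11) and 2.05 (adjusted p = 7.59e-18) in the authors' deposited tables. In the direct comparison Col16a1, Col24a1, Col12a1 and Col23a1 were lower in Ft1sm22ko than in Ft1ko (4 when adjusted over the list alone), and the group as a whole was not (adjusted p = 0.238). Among all 44 collagens measured in Ft1ko, 26 rose and 3 fell (27 and 4 when adjusted over the list alone, median 1.65, adjusted p = 2.06e-07). Of 43 measured in Ft1sm22ko, 23 rose and 4 fell (23 and 5 when adjusted over the list alone, median 0.98, adjusted p = 1.31e-08). Falling ones in Ft1ko were Col15a1, Col5a3 and Col8a1, the last 2 named after their values were seen. Markers of fibroblasts were higher as well, with 7 of 12 in Ft1ko (7 when adjusted over the list alone, median 0.99, adjusted p = 3.99e-04), but this list holds Col1a1 and Col1a2. Of 5 fibroblast markers outside the matrix, a list chosen after the values were seen, Tcf21 and Pdgfrl rose in Ft1ko, with a median of 0.69 for the 5.

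**Figure D3:**
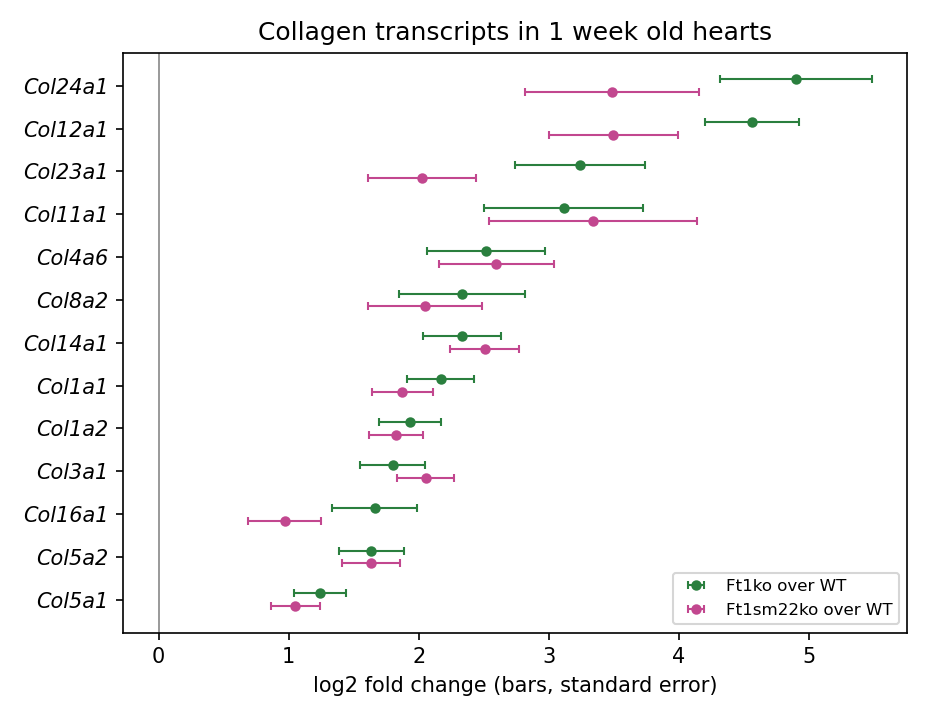
Log2 fold change over WT of the 13 collagens the paper names, with standard errors as bars, for Ft1ko and Ft1sm22ko. All lie above 0 in both mutants, from 1.24 (Col5a1) to 4.90 (Col24a1) in Ft1ko.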

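Members of the Adam, Adamts and Adamtsl families, which are metalloproteinases of the cell surface and matrix and their relatives, changed in both directions. In Ft1ko 14 of 41 rose and 7 fell (14 and 7 when adjusted over the list alone). In Ft1sm22ko 12 of 39 rose and 9 fell (12 and 9 when adjusted over the list alone). As a group they stood neither above nor below other genes, with list test adjusted p of 0.192 and 0.35. Adamts8 rose most clearly, by 4.92 in Ft1ko (standard error 0.41, adjusted p = 1.18e-30) and by 3.91 in Ft1sm22ko (standard error 0.37, adjusted p = 1.74e-23) in the authors' deposited tables, and was lower in Ft1sm22ko than in Ft1ko by -1.01 (adjusted p = 3.72e-06). Adam12, a membrane protease of growing muscle and connective tissue, was higher by 3.60 (standard error 0.43) and 2.48 (standard error 0.47) in the authors' deposited tables. Adamtsl5, a microfibril protein without protease activity, fell by 2.17 in Ft1ko (standard error 0.42, adjusted p = 3.09e-06) and by 1.42 in Ft1sm22ko (standard error 0.19, adjusted p = 1.61e-11) in the authors' deposited tables. Adamts5, which cleaves aggrecan and versican, fell by 1.19 (adjusted p = 2.94e-05) and by 0.55 (adjusted p = 0.00873) in the authors' deposited tables.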

The upregulation of members of the Adam metalloproteinase family was also detected. The hypertrophy and cardiopathic signatures of the transcriptome include prevalently downregulated transcripts and most significantly in Ft1ko mice (Figure 5H). 

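Genes of the cardiomyocyte's energy metabolism and contraction were lower in Ft1ko hearts and mostly fell less in Ft1sm22ko hearts. Genes of the postnatal heart and muscle, on a list chosen after the values were seen, fell too. Their medians were -4.72 in Ft1ko and -2.33 in Ft1sm22ko, and that pattern was not separated from the falls given here. Of 84 nuclear genes of oxidative phosphorylation 76 fell and Cox6b2 rose in Ft1ko (77 and 1 when adjusted over the list alone), with a median log2 fold change of -2.06 and a list test adjusted p of 1.14e-27. In Ft1sm22ko 36 fell and none rose (37 when adjusted over the list alone, median -0.71, adjusted p = 1.95e-08). Cox6b2 is a testis isoform of cytochrome c oxidase and was named after its values were seen. Of 28 fatty acid oxidation genes 23 fell and Cpt1a, an isoform abundant outside the adult heart, rose in Ft1ko (24 and 1 when adjusted over the list alone, median -1.46, adjusted p = 2.72e-10). In Ft1sm22ko 6 fell and 2 rose (6 and 2 when adjusted over the list alone, median -0.36, adjusted p = 0.0899, and 0.038 when ranks replaced the Wald statistic). Both groups were higher in Ft1sm22ko than in Ft1ko, in 77 of 84 genes (81 higher and 1 lower when adjusted over the list alone, adjusted p = 2.13e-38) and in 26 of 28 (26 when adjusted over the list alone, adjusted p = 5.09e-21). Markers of ventricular muscle were higher as well, in 5 of 8 cases (5 when adjusted over the list alone, median 1.33, adjusted p = 3.20e-04), so the share of cardiomyocytes and the RNA per cardiomyocyte are not separated. Cox6c fell by 3.01 in Ft1ko (standard error 0.37, adjusted p = 3.49e-14) and by 1.09 in Ft1sm22ko (standard error 0.29, adjusted p = 0.00142) in the authors' deposited tables. Lpl, the lipase that feeds fatty acids to muscle, fell by 2.69 (adjusted p = 5.88e-11) and by 1.10 (adjusted p = 4.72e-05) in the authors' deposited tables. Among the cardiomyopathy genes that the study chose, Ndufb7, Tnnt2, Ttn and Tnni3 fell in both mutants, 4 of 4 also when adjusted over the list alone, which is not independent evidence. Ttn, which encodes titin, fell by 3.06 in Ft1ko (standard error 0.41, adjusted p = 6.84e-12) and by 2.09 in Ft1sm22ko (standard error 0.21, adjusted p = 3.89e-20) in the authors' deposited tables. Ndufb7, a subunit of respiratory complex I, fell by 2.83 and 1.65 in the authors' deposited tables, Tnnt2 by 2.52 and 1.73, and Tnni3 by 2.85 and 1.52. Their differences between the mutants were 0.98 for Ttn (adjusted p = 0.0283), 1.20 for Ndufb7 (adjusted p = 0.00794), 1.34 for Tnni3 (adjusted p = 0.00714) and 0.79 for Tnnt2 (adjusted p = 0.141) in the authors' deposited table. Genes of glycolysis fell in 10 of 20 cases in Ft1ko (11 when adjusted over the list alone, adjusted p = 0.00592), with Slc2a1 and Aldoc, the second named after its values were seen, higher.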

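Atrial natriuretic peptide RNA was far higher than in WT in both mutants, while the other 4 genes of pathological hypertrophy each behaved differently. Nppa, which encodes the peptide, was higher by 4.85 on the log2 scale in Ft1ko (standard error 0.42, adjusted p = 1.04e-27) and by 5.30 in Ft1sm22ko (standard error 0.38, adjusted p = 1.25e-40) in the authors' deposited tables, and the mutants differed by 0.46 (adjusted p = 0.469). Its worked out means were 20283 and 701.2 normalized counts in Ft1ko and WT, and 37353 and 947 in Ft1sm22ko and WT. Nppa is also a marker of atrial muscle, and other atrial genes such as Myl4 rose with it, by 6.50 in Ft1ko and 6.26 in Ft1sm22ko in the authors' deposited tables (adjusted p = 3.52e-43 and 3.02e-42). Myh6, the adult myosin heavy chain of the mouse heart, fell by 2.37 in Ft1ko (standard error 0.44, adjusted p = 1.26e-06) and by 1.45 in Ft1sm22ko (standard error 0.24, adjusted p = 8.21e-08) in the authors' deposited tables. Acta1, skeletal alpha actin, fell by 2.16 in Ft1ko (standard error 0.60, adjusted p = 0.00185) and had a log2 fold change of -0.10 in Ft1sm22ko (standard error 0.47, adjusted p = 0.891) in the authors' deposited tables. Nppb, which encodes B-type natriuretic peptide, had log2 fold changes of -1.10 (standard error 0.55, adjusted p = 0.105) and 0.36 (standard error 0.38, adjusted p = 0.504) in the authors' deposited tables. Acta1 was higher in Ft1sm22ko than in Ft1ko by 2.06 (adjusted p = 0.00633) and Nppb by 1.47 (adjusted p = 0.0379) in the authors' deposited table. Myh7, the fetal heavy chain, had a log2 fold change of 1.37 in Ft1ko (standard error 1.20, adjusted p = 0.393) and of 2.35 with no p in Ft1sm22ko (standard error 1.60) in the authors' deposited tables. Counted together, 1 rose and 2 fell of 5 in Ft1ko, and 1 rose and 1 fell of 4 with a p in Ft1sm22ko, in each case also when adjusted over the list alone. The paper cites earlier work that links Nppb, Myh7, Myh6 and Acta1 to pathological hypertrophy, and does not state whether the genes were picked on these samples. As a group the genes of pathological hypertrophy stood neither above nor below other genes (list test adjusted p = 0.956 and 0.205).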

The pathological hypertrophy signature of the transcriptome revealed that ANP is significantly upregulated most significantly in Ft1ko mice, whereas BNP, Acta1, Myh6, and Myh7, are most significantly downregulated in Ft1ko mice (Figure 5I). The senescence and inflammatory signature of the transcriptome included the modulation of TNFɑ, IL‐1β, −6, −7, MMP13, and MCP1 (Figure 5J).

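Most of the 6 inflammatory genes were near the limit of detection, and Ccl2 alone passed the threshold, in Ft1sm22ko. The paper names these genes as modulated in these samples and does not state how they were picked. Ccl2, which encodes the chemokine MCP1 that attracts monocytes, was higher by 1.72 in Ft1sm22ko (standard error 0.52, adjusted p = 0.0051) and by 1.70 in Ft1ko (standard error 0.79, adjusted p = 0.0796) in the authors' deposited tables, and the direct comparison gave 0.08 between the mutants (adjusted p = 0.937). Its worked out means were 39.8 and 12.1 normalized counts in Ft1sm22ko and WT, and 28.4 and 8.77 in Ft1ko and WT. Tnf had log2 fold changes of 1.97 (standard error 1.39, adjusted p = 0.274) and 1.66 (standard error 1.22, adjusted p = 0.311) in Ft1ko and Ft1sm22ko in the authors' deposited tables, at 1.45 to 6.19 normalized counts. Il6 had 3.21 (standard error 2.42, adjusted p = 0.311) and 3.74 (standard error 1.61, adjusted p = 0.06) in the authors' deposited tables, at 0.286 to 5.49 normalized counts. Il1b had 0.02 (adjusted p = 0.989) and -0.25 (adjusted p = 0.839), and Mmp13 had -0.82 (adjusted p = 0.651) and -0.94 (adjusted p = 0.542) in the authors' deposited tables. Il7 had no p in Ft1ko, where DESeq2 found an extreme library, and 1.33 in Ft1sm22ko in the authors' deposited table (adjusted p = 0.45). Counts were 0 of 5 in Ft1ko and 1 of 6 in Ft1sm22ko in the DESeq2 test, also when adjusted over the list alone. At these counts a change of the size of Tnf was not detectable. Of the wider group of secreted and inflammatory factors 8 of 32 rose and 2 fell in Ft1ko (8 and 2 when adjusted over the list alone, list test adjusted p = 0.169). In Ft1sm22ko 8 of 35 rose and 1 fell (8 and 1 when adjusted over the list alone, adjusted p = 0.0753). With a mean of at least 100 normalized counts the group stood above other genes in Ft1ko (adjusted p = 0.0209) and in Ft1sm22ko (adjusted p = 0.0223). Igfbp5, a binding protein of insulin-like growth factors, was higher by 1.87 and 1.93 (adjusted p = 3.08e-19 and 5.39e-11), and Nfkbia, the inhibitor of NF-kB, fell by 1.77 and 2.36 (adjusted p = 9.94e-07 and 1.14e-19) in the authors' deposited tables.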

Of the transcripts related to fibrosis, the expression of Col3a1, Tgfβ1, and Col5a2 in Ft1ko was assessed by Q‐PCR (Figure 5K). The modulation of Tgfβ1 is particularly relevant as this factor belongs to a family playing a central role in cardiac repair, regeneration, and ventricular remodeling by affecting cardiomyocyte growth, fibroblast activation, and extracellular matrix deposition (Berk et al., 2007; Schultz Jel et al., 2002). Of the transcripts related to extracellular matrix organization, Q‐PCR analysis proved the modulation of Slc39a8 and Tnc, a zinc transporter and an extracellular matrix component, respectively, whose dysregulation has been associated with cardiac defects (Lin et al., 2018; Shettigar et al., 2016) (Figure 5L). Of transcripts associated with cardiomyopathy, hypertrophy, and left ventricle alterations, Q‐PCR analysis was used to monitor the modulation of Ndufb7, Tnnt2, Ttn, Tnni3, and Plag2a. In all samples, we found either a significant or a tendency to downregulation in Ft1ko but not in Ft1sm22ko samples; Plag2a was upregulated in both models (Figure 5M). Of the transcripts related to hypertrophy Q‐PCR was used to monitor the modulation of BNP, Myh7, Myh6, and Acta1, whose dysregulation was associated to pathological hypertrophy (Stanley‐Hasnain et al., 2017). We found a significant decrease in their expression in Ft1ko mice. In Ft1sm22ko samples we observed a significant modulation, but for Acta1, albeit less prominent than in Ft1ko (Figure 5N). Of the transcripts related to senescence and inflammation, Q‐PCR analysis showed the modulation of TNFα, IL‐1β, and MCP1 (Figure 5O).

To identify transcription targets, we selected the 100 top modulated transcripts and interrogated the GSEA data base. We found a pivotal role for SPEN and PPARGC1A in Ft1ko and Ft1sm22ko mice, respectively (Figure 5P,Q). 

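The target genes assigned to SPEN changed in both directions, while most of those assigned to PPARGC1A fell in both mutants. Of 16 SPEN targets shown in Figure 5P 8 rose and 8 fell in Ft1ko (8 and 8 when adjusted over the list alone), and in Ft1sm22ko 7 of 15 rose and 8 fell (7 and 8 when adjusted over the list alone). P4ha3, a collagen prolyl hydroxylase, was higher by 6.51 in Ft1ko (standard error 0.69, adjusted p = 6.56e-19) and by 4.97 in Ft1sm22ko (standard error 0.76, adjusted p = 2.92e-09) in the authors' deposited tables. Of 16 PPARGC1A targets shown in Figure 5Q 12 fell and 4 rose in each mutant (12 and 4 when adjusted over the list alone), with a median log2 fold change of -2.10 in Ft1ko (list test adjusted p = 7.95e-04) and -1.87 in Ft1sm22ko (adjusted p = 1.77e-11). Both lists come from the genes most changed in these samples, so their counts are not independent evidence. The list test of neither group passed the threshold in the direct comparison of the mutants (adjusted p = 0.146 for SPEN targets and 0.931 for PPARGC1A targets). Of 15 SPEN targets 6 were higher and 2 lower in Ft1sm22ko than in Ft1ko (7 and 3 when adjusted over the list alone). Of 16 PPARGC1A targets 1 was higher and 3 were lower (1 and 3 when adjusted over the list alone). Speg, a kinase of striated muscle, fell by 2.50 in Ft1ko (standard error 0.34, adjusted p = 1.11e-11) and by 2.00 in Ft1sm22ko (standard error 0.18, adjusted p = 6.56e-26) in the authors' deposited tables. Some targets are atrial genes or structural RNAs, namely Myl7 among those of SPEN, and Myl4, Neat1 and Mir6236 among those of PPARGC1A. Cfap43, a SPEN target with no p in Ft1sm22ko, is also on a list of ciliated airway genes chosen after the values were seen. Neat1, a nuclear noncoding RNA, fell by 3.02 and 3.38 in the authors' deposited tables. RNA of the regulators was lower or near WT. Ppargc1a fell by 2.23 in Ft1ko (standard error 0.51, adjusted p = 1.09e-04) and by 1.39 in Ft1sm22ko (standard error 0.41, adjusted p = 0.00357) in the authors' deposited tables, with worked out means of 490.7 against 2301 and of 1190 against 3125 normalized counts. Spen had a log2 fold change of -0.20 in Ft1ko (standard error 0.26, adjusted p = 0.594) and fell by 0.55 in Ft1sm22ko (standard error 0.21, adjusted p = 0.0335) in the authors' deposited tables.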

SPEN is a transcriptional regulator that plays a role in development, differentiation, and cancer progression (Legare et al., 2017). Interestingly, SPEN has been shown to interact with components of the Tgfβ1 signaling pathway and reported to regulate the expression of Myh6 (Rattka et al., 2021). PPARGC1A is a transcriptional coactivator regulating energy metabolism and mitochondrial function that is highly expressed in tissues with high energy demands, including the heart (Eivers et al., 2012). Q‐PCR analysis revealed the significant upregulation of PPARGC1A in Ft1ko and Ft1sm22ko (Figure 5R).

Finally, we explored by Q‐PCR the modulation of single transcripts related to pro‐fibrotic and pro‐inflammatory processes in 21 week old mice. The data show that Col3a1, Col5a2, MCP1, MMP2, iNOS are significantly upregulated in both Ft1ko and Ft1sm22ko mice. For Tgfβ1, TNFα, IL‐1β, and IL‐18 we observed their significant upregulation in Ft1ko mice and a tendency in Ft1sm22ko mice (Figure S3).

Taken together these data molecularly describe the different cardiac defects of our mutant animals, including the presence of inflammatory, senescence, fibrosis, and cardiopathy‐related factors.

### 2.4 Ft1 driven cardiac defects are rescued by p53 depletion

The organismal, histological, and transcriptomic data described above show that Ft1 depletion drives heart defects, with different intensities and time profiles in Ft1ko and Ft1sm22ko mice. We next investigated the implication of DNA damage in the mouse phenotypes. The analysis of DNA damage‐associated ɣH2AX positive foci in transversal heart sections showed that Ft1ko animals display significant damage at 1 and 21 weeks (Figure 6A–F). A difference was also detected in Ft1sm22ko mice, but only at 21 weeks of age (Figure 6D–F). The level of the DNA damage biomarker p21 in cardiac tissue was robustly increased in 1 week old Ft1ko and declined at 21 weeks (Figure 6G). In Ft1sm22ko mice, there was a mild increase of p21 at 1 week, comparable to that observed at 21 weeks (Figure 6G). We next analyzed the levels of IL‐6. This inflammatory interleukin is activated by several pathways involved in DNA damage (Rodier et al., 2009; Wu et al., 2023). Q‐PCR analysis in cardiac tissue obtained from mice at 1 and 21 weeks showed a significant, acute increase of IL‐6 in at 1 week at similar levels in Ft1ko, and Ft1sm22ko animals (Figure 6H). The activation of IL‐6 declined at 21 weeks in both Ft1ko and Ft1sm22ko mice (Figure 6H).

**FIGURE 6:**
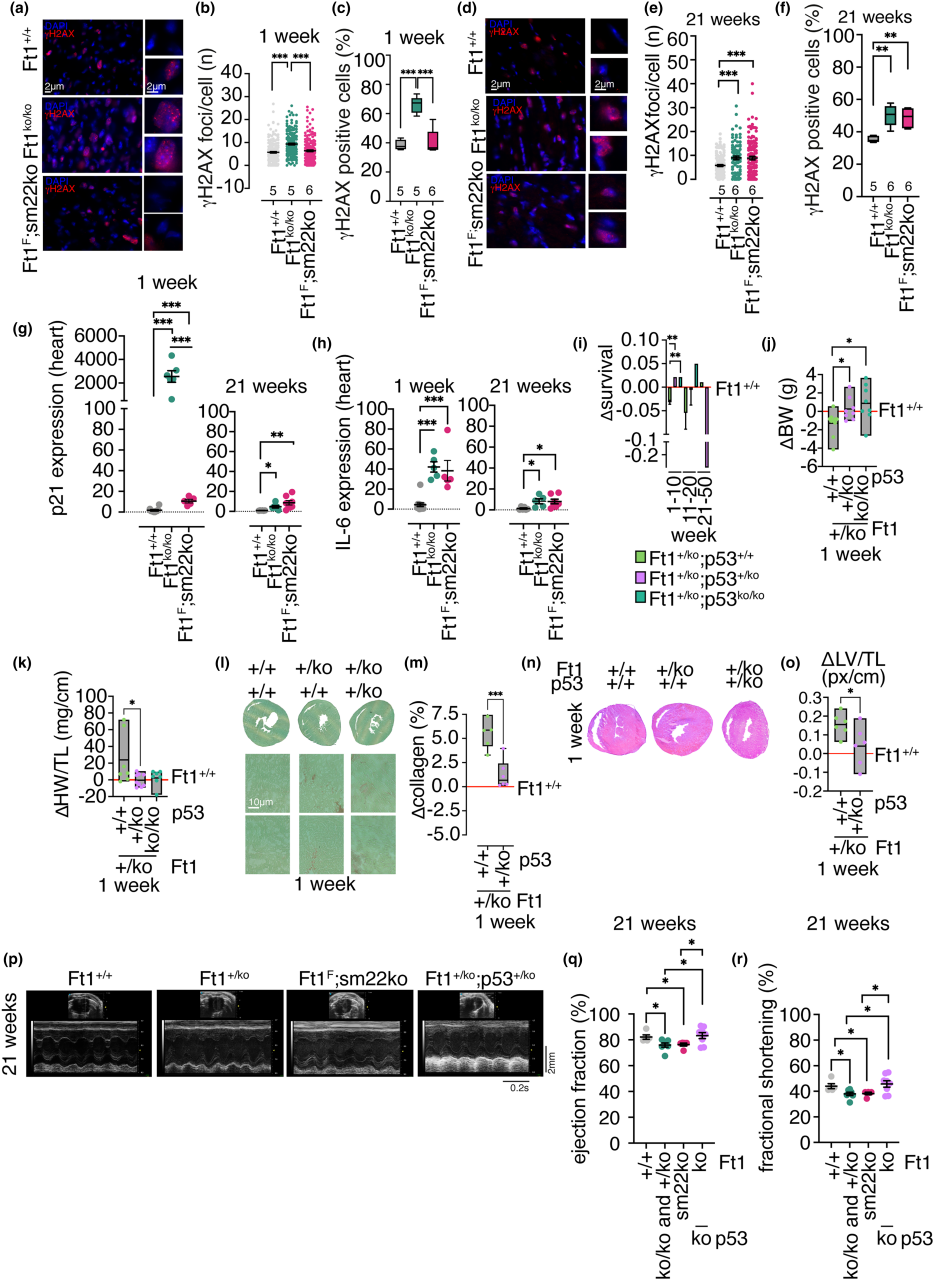
Rescue of heart defects in Ft1/p53 double mutant mice. (a–c) Representative images of DAPI (blue) and γH2AX (red) stained transverse sections of hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 week and relative quantification of the number of γH2AX foci/cell and percentage of cells showing more than 5 γH2AX foci. (d–f) Representative images of DAPI (blue) and γH2AX (red) stained transverse sections of the hearts from WT, Ft1ko, and Ft1sm22ko mice at 21 weeks and relative quantification as in b and c. (g) Q‐PCR of relative p21 expression in the hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. (h) Q‐PCR of relative IL‐6 expression in the hearts from WT, Ft1ko, and Ft1sm22ko mice at 1 and 21 weeks. (i) Delta survival proportion of Ft1/p53 double mutant mice vs WT. (j) Delta body weight of female Ft1/p53 double mutant vs WT at 1 week. (k) Delta HW normalized to TL of Ft1/p53 double mutant 1 week old mice vs WT at 1 week. (l) Representative images from picrosirius fast green stained transverse sections of Ft1/p53 double mutant and WT mice at 1 week. (m) Quantification of collagen percentage from images in (l) from Ft1/p53 double mutant versus WT at 1 week. (n) Representative images from hematoxylin and eosin‐stained transverse sections of the hearts of Ft1/p53 double mutant and WT mice at 1 week. (o) Quantification of delta LV thickness normalized to TL on images in (n) from Ft1/p53 double mutant mice vs WT at 1 week. (p–r) Representative images of echocardiographic tracings and analysis of ejection fraction and fractional shortening of the hearts of WT, Ft1ko/Fthz, Ft1sm22ko, and Ft1/p53 double mutant mice at 21 weeks. A minimum of five animals/genotype was used for analyses. Unless specified, analyses were performed on sex balanced populations. Statistical analysis was performed with Student's test and shown in graphs by *p < 0.05, **p < 0.01, ***p < 0.001. Graphs show the mean ± SEM.

To further explore the implication of DNA damage in the phenotype of our mice, we crossed Ft1ko mice with mice depleted of the DNA damage responder p53 (La Torre et al., 2018). As we used both homozygous and heterozygous mutant mice, we analyzed the phenotype of Ft1 heterozygous mice (Ft1hz). A partial reduction of Ft1 expression in Ft1hz mice (Figure S4A) caused defects like those in Ft1ko animals in terms of survival, body weight, heart weight, collagen volume fraction, left ventricle, blood pressure, and treadmill test (Figure S4B–J).

In double Ft1/p53 mutant mice, data on survival and body weight showed that the depletion of p53 rescued the defects of Ft1 depleted mice (Figure 6I,J). Moreover, the hearts of double mutant mice have a weight and collagen composition similar to WT mice (Figure 6K–M). Importantly, the reduction of p53 significantly rescued the alteration of the left ventricle (Figure 6N,O) and the blood pressure and physical performance defects (Figure S5A,B).

To complete the analysis of the impact of Ft1 depletion on cardiac function, we analyzed in Ft1ko, Ft1sm22ko, and double Ft1/p53 mutant mice echocardiography parameters. The results show a reduced ejection fraction and fractional shortening in both Ft1ko and Ft1sm22ko mice of 21 weeks (Figure 6P–R and Table S1). Importantly p53 depletion rescued both parameters in double Ft1/p53 mutant mice (Figure 6P–R and Table S1).

These results indicate that the constitutive depletion of Ft1 drives a robust DNA damage response that is linked with organismal and heart molecular, histological, and functional defects. On the other hand, an inflammatory process is present in both mouse models that was prominently manifested in animals at 1 week of age. Additionally, the depletion of p53, a mediator of the cell response to DNA damage, rescued the heart, and organismal defects in Ft1ko mice.

## 3 DISCUSSION

Ft1 is a factor enriched at the nuclear envelope whose depletion activates a robust DNA damage response and the accumulation of multiple telomeric signals at chromosome ends, a phenotype also described as telomere fragility (Burla et al., 2015, 2016; Cenci et al., 2015; La Torre et al., 2018, 2022). This phenotype in cells translates at the organismal level into premature aging of skin and bone and in cancer aggressiveness (Burla et al., 2015, 2016; La Torre et al., 2018). We reasoned that exploring the association of Ft1 with heart disease would expand our knowledge on Ft1 and provide insights on the pathogenic cascades and the cell types arising from DNA damage to heart defects. To investigate this latter aspect, we generated constitutively Ft1ko mice in addition to mice with vasculature targeted depletion of Ft1. The sm22 promoter is a prototypical marker of vascular smooth muscle cells (Moessler et al., 1996; Skelly et al., 2018) used because of the role of these cells in the heart. Indeed, an association with smooth muscle cells is described in the development of atherosclerotic plaques, in restenosis, and in increased extracellular matrix production (Gray et al., 2015; Hamczyk et al., 2018). Moreover, damaged smooth muscle cells may undergo hypertrophic remodeling, leading to increased vessel wall thickness and reduced vessel compliance (Gray et al., 2015). On smooth muscle cells in the heart, however, open questions remain. In particular, it is not known to what extent their alteration is the cause or consequence of heart defects, or their sensitivity to DNA damage (Wu et al., 2023).

Our data show that diffuse and targeted Ft1 depletion induce inflammation, hypertrophy, and fibrosis. The results in Ft1ko mice demonstrate, however, that the constitutive depletion of Ft1 is required to generate robust cardiac DNA damage including the activation of p21 expression (>2000 fold compared to controls), the decrease in survival and body weight, along with cardiac defects early in life. This implies that the reduction of Ft1 restricted to sm22 cells is sufficient to generate pathological heart defects, but does not induce early cardiomyopathy as does the constitutive depletion of Ft1. The differential phenotype of Ft1ko and Ft1sm22ko mice could be linked to the amount of DNA damage needed to generate cardiomyopathy, or to the type of cells that are involved. It is also possible that residual Ft1 expression can compensate for the intrinsic vascular defect, even if the phenotype of Ft1hz mice is closer to that of Ft1ko than to that of Ft1sm22ko mice. In either scenario, the reduction of Ft1 in sm22 cells creates an overall milder pathological setting compared to Ft1ko mice, especially in animals of 1 week of age.

Our data clearly implicate DNA damage as a driver of heart disease. In fact, the activation of p21 and accumulation of γH2AX foci was seen in Ft1 depleted mice. Further proof of the pivotal role of DNA damage in the cardiac phenotype of Ft1ko mice comes from double Ft1/p53 mutant mice. Indeed, the hearts of these mice do not display hypertrophy, fibrosis, and, importantly, the reduction of p53 rescues the alteration of the cardiomyopathic trait of enlargement of the left ventricle observed upon Ft1 depletion and the physical and functional heart performance. In general terms, our data point to the fact that when the equilibrium between damage and repair is lost, DNA damage and its molecular consequences drive organismal damage. When this response is attenuated, as in the absence of the DNA damage responder p53, the defects are less prominent.

A further link of our model with DNA damage and with the implication of p53 is given by the analysis of senescence associated factors in our models. Senescence is activated through two pathways: one dependent on p53 and p21 and the other on pRB and p16. RNAseq analysis showed comparable levels of p16 expression in Ft1ko and WT mice, while we observed increased expression levels of p21 in Ft1ko and Ft1sm22ko mice. This suggests that Ft1 depletion induces senescence in our models through the p53/p21 axis. 

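RNA of Cdkn2a, which encodes p16, was barely detected in 1 week old hearts, and RNA of Cdkn1a, which encodes p21, did not differ from WT past the threshold in either mutant. Cdkn1a had a log2 fold change of -0.37 in Ft1ko (standard error 0.36, adjusted p = 0.452) and of -0.64 in Ft1sm22ko (standard error 0.46, adjusted p = 0.3) in the authors' deposited tables. Its worked out means were 514.6 against 664 normalized counts in Ft1ko and WT, and 573 against 894.2 in Ft1sm22ko and WT. Cdkn2a had log2 fold changes of 1.93 (standard error 2.00, adjusted p = 0.48) and 2.60 (standard error 1.49, adjusted p = 0.174) in the authors' deposited tables. These rest on 0.707 to 5.43 normalized counts, where changes of this size were not detectable. Of 10 senescence regulators, Cdkn2b, Cdkn2c and Lmnb1 rose in Ft1ko (3 when adjusted over the list alone, list test adjusted p = 0.0383). Cdkn2c, Rb1 and Lmnb1 rose in Ft1sm22ko (4 when adjusted over the list alone, adjusted p = 0.0676). Cdkn2b, which encodes the cell cycle inhibitor p15, was higher by 5.97 in Ft1ko in the authors' deposited table (standard error 1.34, adjusted p = 7.64e-05). Lmnb1, a lamina protein that falls in senescent cells, was higher by 3.19 in Ft1ko (adjusted p = 2.58e-15) and by 2.20 in Ft1sm22ko (adjusted p = 1.64e-05) in the authors' deposited tables. The call of this group in Ft1ko was lost with a preset correlation of 0.05 (adjusted p = 0.0819) and when ranks replaced the Wald statistic (adjusted p = 0.0642), and with ranks the group passed in Ft1sm22ko (adjusted p = 0.0343). Targets of p53 moved both ways. Of 30 measured, 7 rose and 5 fell in Ft1ko (8 and 5 when adjusted over the list alone, adjusted p = 0.827), and 5 rose and 5 fell in Ft1sm22ko (5 and 5 when adjusted over the list alone, adjusted p = 0.987). Trp53, the p53 gene, had log2 fold changes of 0.56 (adjusted p = 0.231) and 0.44 (adjusted p = 0.211) in the authors' deposited tables. Among 26 genes of DNA damage response and repair 7 rose and 4 fell in Ft1ko (7 and 4 when adjusted over the list alone, adjusted p = 0.541), and 4 rose and 4 fell in Ft1sm22ko (5 and 4 when adjusted over the list alone, adjusted p = 0.608).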

Coherently with our data, a recent study in mice depleted of the DNA repair endonucleases xeroderma pigmentosum complementation group G (XPG) and excision repair cross‐complementation group 1 (ERCC1) showed that the induced dysfunction of DNA repair generated cardiac dysfunction and fibrosis, with p53 identified as a pivotal mediator of the molecular phenotype (de Boer et al., 2023). Interestingly, we observed greater activation of p21 and IL‐6 at 1 week compared to 21 weeks. A hypothetical explanation for this observation could be the exhaustion of specific factor secreting cell sources (Cowling et al., 2019) in mutant mice at 21 weeks.

Observational, epidemiological, and genetic studies in humans have highlighted the association between telomere shortening and cardiovascular disease (Martinez & Blasco, 2018). The current discussion is still controversial; however telomeric function, cell senescence, and cardiac regeneration have also been related, which prompts the speculation that these aspects could represent part of the causative elements of the cardiac phenotype observed in our mutant mice, given the telomeric role of Ft1 assessed in this and in our previous studies (Burla et al., 2015, 2016, 2018; La Torre et al., 2018; Merigliano et al., 2021).

RNAseq analysis of our mice at 1 week of age returned a clear ‐*omic* picture of the hearts that, on one hand, underlines the concept that RNAseq data bases are a reliable source of biomarkers to define heart disease, and, on the other, provides information that can be used for in silico customization and development of therapeutic strategies to combat heart disease. In fact, the RNAseq results clearly mirror organismal data. The fibrotic signature of the hearts is, for example, retrieved in the upregulation of collagen transcripts, members of the Adam metalloproteinase family and Tgfβ1, which is particularly relevant given its activity in the heart (Berk et al., 2007; Schultz Jel et al., 2002). Importantly, the phenotypic differences between Ft1ko and Ft1sm22ko mice are also underlined by transcriptomic data. These include the cardiopathic signature present in Ft1ko mice at 1 week, and the transcription control, which is SPEN‐related in Ft1ko, and PPARGC1A‐related in Ft1sm22ko mice.

A further element of interest of this study is the implication of age in the phenotype of our mice. This aspect emerges when considering several pieces of evidence. At 1 week of age, we observed an increase in nuclear numbers per area and the activation of the inflammatory cytokine IL‐6 in both Ft1ko and Ft1sm22ko mice which was not observed at 21 weeks. In this context, it appears important to stress that 1 week of age is the window during which mice display heart cell proliferation and regeneration potential (Porrello et al., 2011; Puente et al., 2014). It is tempting to speculate that this aspect drives the phenotypic traits of mutant mice. A second piece of evidence on the role of age in the phenotype of Ft1 depleted mice comes from analysis of the progression of the pathological phenotype in Ft1sm22ko mice. In this model, in fact, while we observed pre‐pathological traits in animals at 1 week, such as collagen deposition and fibrosis, we did not observe a reduction in survival or body weight early in life. However, these aspects are exacerbated and became manifest as mice age. This suggests that it is the combination of age‐induced fragility and of Ft1‐induced autocrine and, possibly, paracrine alterations to determine the phenotype of Ft1sm22ko animals. A third aspect linked with age is collagen deposition. This trait is linked with cardiac fibrosis and heart disease and is driven by pro‐fibrotic factors as Tgfβ1 (Cowling et al., 2019; Hinderer & Schenke‐Layland, 2019) that we found upregulated in our mice. Histological and molecular data show collagen accumulation in mutant mice at 1 week. At 21 weeks we observed a milder upregulation of Col3a1 and Col5a2 transcripts and no significant further augmentation of the picrosirius stained fibers. The absence of further accumulation of collagen fibers at 21 weeks could be either due to a saturation limit in fiber alteration or to the fact that the alterations of collagen that were detected via transcript analyses could not be quantitatively revealed histologically.

Taken together, our results suggest that Ft1 deficiency is a driver of DNA damage and cardiac defects. Furthermore, Ft1 deficiency targeted to vasculature smooth muscle cells is sufficient to generate a pre‐pathological profile, while its constitutive depletion, which includes its reduction in cardiomyocytes and fibroblasts in the heart, is necessary to drive manifest early and robust cardiac pathological defects. The present data add knowledge about Ft1 and the molecular cascade linking DNA damage to heart defects and contribute to the molecular information that can be exploited for the identification of biomarkers of cardiac pathology and design of new therapies for cardiac disease, the major cause of death worldwide.

## 4 MATERIALS AND METHODS

### 4.1 Mice and cells

Ft1kof animals containing the gene trap construct (La Torre et al., 2018) were crossed with flpo/Gt(ROSA)26Sorflpo mice (Birling et al., 2012). Ft1 floxed mice (Ft1F) were crossed with CMV‐cre/Tg(CMV‐cre)1Cgn (Schwenk et al., 1995) to generate Ft1ko mice. For the production of vasculature targeted Ft1 depletion, Ft1F mice were crossed with sm22‐cre/Tg(Tagln‐cre)1Zli mice (Moessler et al., 1996). To obtain double mutants, Ft1ko mice were crossed with p53+/− animals (La Torre et al., 2018). All animals were kept in standard laboratory conditions (temperature 21 ± 2°C, humidity 60 ± 10%, according to a 12 h light dark cycle). Standard mouse cages were used, all animals were kept with environmental enrichments (mice igloos) and fed with food and water ad libitum. WT, Ft1ko, and Ft1sm22ko animals were weighed once a week. Offspring were weaned at 3 weeks, tail biopsies were used to genotype animals, and Ft1 expression was analyzed by Q‐PCR in sex balanced populations. Body weight analysis was performed on female mice. Survival curve was obtained from sex balanced populations. When needed, mice were euthanized by asphyxiation with carbon dioxide or cervical dislocation. All procedures were performed under the approved protocol 693/2022‐PR (7FF2C.15). Mouse embryonic fibroblasts were isolated and cultured as described (La Torre et al., 2018). For LV‐cre transduction of mouse embryonic fibroblasts, we used LV‐cre vector and LV‐ctr vector as previously described (Burla et al., 2015; Piersanti et al., 2015).

### 4.2 Functional analysis

Mean, systolic, and diastolic blood pressure of conscious mice was measured with the tail‐cuff method (Blood pressure analysis system, BP‐2000 series 2, Visitech system). Treadmill test was performed with treadmill control LE8710 (Panlab Instruments) at 15 degrees downhill. Before the test, mice were warmed up at 5 m/min for 5 min. For the test, the following running timing set‐up was used: 5 m/min for 2 min, 7 m/min for 2 min, 8 m/min for 2 min, and 10 m/min for 5 min. Speed was then increased 1 m/min to a final speed of 20 m/min. The inability of the animal to remain on the treadmill despite electrical prodding was used as the endpoint of the experiment—exhaustion. Analyses were performed on sex balanced populations. For echocardiographic analyses we used a VEVO 3100 (Visualsonics®—mx550d probe). Mice were anesthetized with 2.5% avertin (12 μL/g body weight, intraperitoneally). Analyses were performed on sex mixed populations.

### 4.3 Genotyping

Genomic DNA (gDNA) was extracted from tail biopsies using the NucleoSpin Tissue Extraction Kit (Macherey‐Nagel) following the manufacturer's instructions. PCR reaction was performed with Platinum Blue PCR SuperMix (Invitrogen). PCR products were resolved by electrophoresis on 1.8% agarose gels (Seakem, Lonza) containing SYBR Safe DNA Gel Stain (Merck, Life Technologies).

### 4.4 Q‐PCR

Total RNA was extracted from tissues of 1 or 21 week old mice from sex balanced populations and stored in dry ice. RNA was extracted using the TRIzol reagent (Invitrogen) following the manufacturer's instructions. RNA was reverse transcribed into cDNA with oligo d(T) primers and OMNISCRIPT RT KIT (Qiagen). Q‐PCR was performed as previously described (Remoli et al., 2015) with SYBR Green Mix (QuantiTect SYBR Green PCR Kit, Qiagen) and using QuantStudio 3 (Applied Biosystem).

### 4.5 Immunostaining and fluorescence in situ hybridization

For immunostaining, cells were fixed with 3.7% formaldehyde for 10 min at 4°C and permeabilized with 0.25% Triton X‐100 in PBS for 5 min. When needed, cells were pre‐permeabilized as previously described (Burla et al., 2015). Cells were then incubated with the following antibodies with 3% BSA: anti‐ɣH2AX (Upstate Biotechnology) and with secondary antibody anti‐rabbit‐ALEXA 555 (Invitrogen). Nuclei were visualized using DAPI (4,6 diamidino‐2‐phenylindole) and coverslips were mounted in Vectashield H‐1000.

Telomeric fluorescence in situ hybridization (FISH) was performed as previously described (Burla et al., 2015). Images were acquired with Zeiss Axioplan epifluorescence microscope equipped with a CCD camera (CoolSnap HQ; Photometrics). Images were pseudo‐colored and combined in Adobe Photoshop CC to create merged images and processed using ImageJ (http://imagej.nih.gov) and Adobe Photoshop CC.

### 4.6 Histology

Cardiac tissues were collected from 1 or 21 week old mice from sex balanced populations, weighed, and included in OCT with isopentane (Sigma) cooled in liquid nitrogen. Tissues were cryostat dissected and subjected to subsequent analyses. For morphometric analyses, cardiac sections (15 μm) were stained with hematoxylin (Carlo Erba) and eosin (Sigma) or with green picrosirius (Sigma) and mounted with DPX for Histology (Sigma). For immunohistochemical analysis, cardiac sections (9 μm) were treated as following. Briefly, sections were fixed in cold acetone for 5 min and washed twice with PBS. The nonspecific sites were blocked with a solution of PBS 0.2% Triton (Invitrogen), 0.2% BSA (Sigma), and 5% goat serum (Sigma) for 1 h at room temperature. The sections were then incubated with anti‐dystrophin antibody (Abcam) or anti‐ƔH2AX (Upstate Biotechnology) overnight in PBS and 2% goat serum at 4°C. Sections were washed with PBS and incubated for 1 h at room temperature with the secondary antibody (anti‐rabbit‐ALEXA 555, Invitrogen) and mounted with Vectashield Antifade mounting with DAPI H‐2000 for microscopic evaluation. Hematoxylin and eosin staining was performed following the manufacturer's instructions (Carlo Erba, Sigma); dehydrated sections in 95% ethanol, 100% ethanol, and xylene twice for 5 min were then mounted with DPX (Sigma). Green picrosirius staining was performed following the manufacturer's instructions (Sigma). Briefly, cardiac sections (15 μm) were incubated in 0.1% Fast Green (Thermo Fisher Scientific) for 60 min. Sections were then washed with tap water and incubated in 1% acetic acid for 1 min. Sections were washed with distilled H_2_O and incubated in 0.1% of Sirius Red for 2 min and then washed with distilled H_2_O. Afterwards, sections were dehydrated in 95% ethanol, 100% ethanol, and xylene for 5 min twice and then mounted with DPX (Sigma). Images were taken with the ZEISS‐Axio Phot microscope (Zeiss) connected to the Progress‐C5 JENO‐PTIK camera with PROGRESS MAC (Capture PRO) software.

### 4.7 Morphometric analyses

Morphometric analyses of cardiac ventricle walls were performed on sections stained with either hematoxylin and eosin or green picrosirius. The thickness of the walls was analyzed with ImageJ. Morphometric analysis of CSA was performed on dystrophin‐stained sections with ImageJ. Nuclei/field analysis was performed on DAPI stained sections with ImageJ. Percentage of collagen was measured on stained cardiac sections with ImageJ as previously described (Han et al., 2023).

### 4.8 RNAseq

Total RNA was extracted from cardiac tissue of male 1 week old mice (3 WT, 3 Ft1ko, 4 Ft1sm22ko animals/group). RNA was extracted using the TRIzol reagent (Invitrogen) following the manufacturer's instructions. RNAseq was performed by IGATech. Universal Plus mRNA‐Seq kit (Tecan Genomics, Redwood City, CA) was used for library preparation following the manufacturer's instructions (library type: fr‐secondstrand). RNA samples were quantified, and quality was tested with the Agilent 2100 Bioanalyzer RNA assay (Agilent technologies, Santa Clara, CA). Final libraries were checked with both Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and Agilent Bioanalyzer DNA assay or by Caliper LabChip GX (PerkinElmer, Waltham, MA). Libraries were then prepared for sequencing and sequenced on paired‐end 150 bp mode on NovaSeq 6000 (Illumina, San Diego, CA). RNAseq reads were analyzed via Illumina pipeline and then aligned on reference hg38 genome/transcriptome with STAR4 (default parameters). Transcript count was done with Stringtie using default parameters. RSeqQC6 package was used for quality control. Pair‐wise differential expression analysis was performed as follows. Htseq‐count7 was used to preprocess RNAseq data for differential expression analysis by counting the overlap of reads with genes. DESeq28,9 was then used to perform comparisons between expression levels of genes and transcripts by fitting a Generalized Linear Model (GLM) for each gene as previously described (Anders & Huber, 2010). The list of transcripts passing the Bonferroni correction was used to build volcano plots, Venn diagrams, and then uploaded into the Enrichr analysis tool for further interpretation (Xie et al., 2021). To construct chord plots, we exported Enrichr data via Appyter, selected top terms with a *q*‐value equal or below 10^−5^ and exported the data to SRPlot (https://www.bioinformatics.com.cn/en). Row‐normalized heatmaps were built with SRPlot. GSEA (http://software.broadinstitute.org/sea/) was used to define transcription control on the 100 top modulated transcripts. The RNAseq data discussed herein are deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE236989 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236989).

### 4.9 Statistics

Kaplan–Meier curves were analyzed in sex balanced populations using the log‐rank (Mantel‐Cox) test. Independent datasets were compared with Student's *t*‐test (unpaired, two‐tailed). p < 0.05 was used as cutoff to determine statistically significance and the following parameters were used to show statistically significant differences in graphs * p < 0.05, ** p < 0.01, *** p < 0.001 in Student's *t*‐test. Unless specified, graphs show the mean ± SEM.

## AUTHOR CONTRIBUTIONS

Mattia La Torre, Eleonora Centofante, Carmine Nicoletti, Romina Burla, Alessandro Giampietro, Federica Cannistrà, Leonardo Schirone, Valentina Valenti performed the experiments. Antonio Musarò and Sebastiano Sciarretta contributed to the design of the experiments of the manuscript and data discussion. Isabella Saggio designed the experiments and wrote the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Figure S1.
Click here for additional data file.

Figure S2.
Click here for additional data file.

Figure S3.
Click here for additional data file.

Figure S4.
Click here for additional data file.

Figure S5.
Click here for additional data file.

Table S1.
Click here for additional data file.

Table S2.
Click here for additional data file.

 Click here for additional data file.

## Data Availability

The data and materials that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Impact of diffused versus vasculature targeted DNA damage on the heart of mice depleted of telomeric factor Ft1
**Source:** Aging Cell. 2023 Nov 13;22(12):e14022. doi: 10.1111/acel.14022
**Supplement:** Supplementary file 8

**Supporting figure legends**

**Figure S1. Production of constitutively and vascular smooth muscle targeted Ft1 ko mice.** (A-B) Q-PCR analysis of relative Ft1 gene expression from different tissues from mice at 1 and 21 weeks. (C) Correlation analysis of Ft1 expression and mice age in different organs. (D) Schematic representation of the strategy used to generate Ft1F and Ft1ko mice. (E) Representative images of PCR genotyping of Ft1F mice. (F-G) Representative images of DAPI (blue) and ɣH2AX (red) stained LV-Cre or LV-ctr transduced Ft1F mouse embryonic fibroblasts and relative quantification. (H-I) Representative partial DAPI-stained (red) metaphases from LV-Cre or LV-ctr transduced Ft1F mouse embryonic fibroblast showing telomeric signals (black and white; green in merges) and relative quantification. (J) Representative images of PCR genotyping of Ft1ko mice. (K) Schematic representation of the strategy used to generate Ft1sm22ko mice. (L) Representative images of PCR genotyping of Ft1sm22ko mice. (M) Q-PCR analysis of relative Ft1 expression in WT and Ft1F mice. A minimum of 5 animals/genotype was used for analyses. Analyses were performed on sex balanced populations. Statistical analysis was performed with Student’s test and shown in graphs by *p<.05, **p<.01, ***p<.001. Graphs show the mean ± SEM.

**Figure S2. RNAseq analysis of Ft1 transcript alignment.** (A) Transcript reads alignment on Ft1 gene region from exons 3 to 9. (B-C) Quantification of transcript peaks on exons 4 and 5 in male WT (N=3), Ft1ko (N=3), and Ft1sm22ko (N=4) animals at 1 week. Statistical analysis was performed with Student’s test and shown in graphs by *p<.05, **p<.01, ***p<.001. Graphs show the mean ± SEM.

**Figure S3. Q-PCR analysis of Ft1 depleted 21 week old mice.** Q-PCR of relative expression of the indicated genes in the hearts from WT, Ft1ko, and Ft1sm22ko mice at 21 weeks. A minimum of 5 animals/genotype was used for analyses. Analyses were performed on sex balanced populations. Statistical analysis was performed with Student’s test and shown in graphs by *p<.05, **p<.01, ***p<.001. Graphs show mean ± SEM.

**Figure S4. Ft1 heterozygous mice show defects like those of Ft1ko animals.** (A) Q-PCR quantification of cardiac Ft1 expression of sex balanced populations of WT and Ft1hz mice. (B) Kaplan–Meier survival curve from 1 to 50 weeks of sex balanced populations of WT and Ft1hz mice. (C) Body weight of female WT and Ft1hz mice. (D) HW normalized to TL of WT and Ft1hz mice at 1 week. (E-F) Representative images and quantification of collagen percentage from green picrosirius stained transverse sections of WT and Ft1hz at 1 week. (G-H) Hematoxylin and eosin staining and morphometric analyses of LV walls normalized to TL of WT and Ft1hz mice. (I) Mean, diastolic and systolic BP of WT and Ft1hz at 21 weeks. (J) Running time, distance and number of shocks observed in WT and Ft1hz mice at 21 weeks during an exhaustion treadmill test. A minimum of 5 animals/genotype was used for analyses. Unless specified, analyses were performed on sex balanced populations. Statistical analysis was performed with Student’s test and shown in graphs by *p<.05, **p<.01, ***p<.001. Graphs show the mean ± SEM.

**Figure S5.** **Rescue of heart pressure and run performance defects in Ft1/p53 double mutant mice.** (A) Delta mean, diastolic and systolic BP measurements of Ft1/p53 double mutant mice vs WT at 21 weeks. (B) Delta running time, distance and number of shocks observed in Ft1/p53 double mutant mice vs WT at 21 weeks observed during an exhaustion treadmill test. A minimum of 5 animals/genotype was used for analyses. Analyses were performed on sex balanced populations. Statistical analysis was performed with Student’s test and shown in graphs by *p<.05, **p<.01, ***p<.001. Graphs show mean ± SEM.

**Table S1. Table of the echocardiographic measurements.** A minimum of 5 animals/genotype was used for analyses. Analyses were performed on mixed sex populations.

**Table S2. Table of oligo used for genotyping and Q-PCR analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

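RNA of hearts from 1 week old mice was measured in 3 WT, 3 Ft1ko and 4 Ft1sm22ko animals. The labels give each heart its genotype, age and replicate, and the paper adds that the animals were male. The authors prepared the libraries and aligned the reads with STAR to a reference that both the paper and the deposited records name hg38. The gene names in the deposited tables are mouse symbols. The authors' records also name StringTie and HTSeq, with no versions. The authors counted reads per gene and fitted DESeq2 to each of 3 pairs of groups. The deposited mean signal of a gene is the mean, over the hearts of both groups, of counts divided by DESeq2 size factors, as the authors' column names and the values show. The deposited fold change and its standard error are on the log2 scale, as the authors made them with DESeq2. The deposited score is the Wald statistic, and the deposited p-value is its 2-sided p, which the authors also adjusted after the filters of DESeq2. These relations were checked on the tables. The statistic differed from the ratio of fold change to standard error by at most 8e-14, and the p from the normal p of the statistic by at most 3e-15. The 3 fold changes of a gene closed to a median of 0.005 (SD 0.032 across the 16440 genes in all tables), and the direction of each table was taken from its name and checked on Aktip.

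The tables hold 16876, 16938 and 17487 genes for Ft1ko against WT, Ft1sm22ko against WT and Ft1sm22ko against Ft1ko. Of these, 128, 277 and 318 have no p, because the authors' tool, DESeq2, withholds it where 1 library has an extreme count. All comparisons rest on the p of the authors' DESeq2 model, since no values per heart were analysed here and a model of its own could not be fitted. The p were adjusted again over all genes with a p, by Bonferroni for the counts of changed genes and by Benjamini-Hochberg for gene lists and single genes, with a threshold of 0.05 and no limit on the fold or on the mean count. Group means of a gene were computed from its mean signal, its fold change and the number of hearts in each group, and have no error. Before the data were examined 56 lists were fixed, 36 of genes by function and 20 of cell type markers, of which 1 has no gene in the tables, and 7 lists were added after the data were seen. Lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistic, with a preset correlation of 0.01, where at least 2 members had a p, and adjusted over the lists of a comparison. Other steps used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

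Genes named in the text follow a rule set before the data were examined. It takes every gene the paper names for the sequencing data, those legible in Figure 5P and 5Q, the 8 largest rises and the 8 largest falls per comparison among genes past the Bonferroni threshold with a mean of at least 100 normalized counts, 2 to 4 members with the smallest p of a list described, and Aktip with its neighbours. Genes named outside this rule are said to be chosen after their values were seen. Places of genes come from the GENCODE M21 annotation of GRCm38, used for neighbours only. Among mouse RefSeq gene names 95.2% to 95.3% of the symbols were found. The correlation of both mutants was set against 100 simulated draws in which unchanged mutants share the WT hearts.

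The depth of each library is unknown. The mean signals sum to 12855842, 17494318 and 19300052 normalized counts, with a median gene at 166, 209.1 and 321.1. Precision was tested on simulated data with 200 changed genes per comparison. At a log2 fold of 2 the Bonferroni threshold found 48, 67 and 71 of 100 genes in the 3 comparisons, and 0 unchanged genes passed. At the Benjamini-Hochberg threshold 60, 76 and 81 of 100 were found, and 7, 3 and 3 unchanged genes passed. Of the shifted lists cameraPR called 5 of 5 in each comparison, and of the lists not shifted 0 of 45, 0 of 45 and 1 of 44. Alternatives were Benjamini-Hochberg in place of Bonferroni, a limit on the log2 fold of 1, a mean of at least 10 or 100 normalized counts, fold changes centred on the median of all genes, a correlation of 0.05, ranks in place of the Wald statistic, and other gene sets for the size of the Ft1sm22ko change. The paper's Q-PCR, its older mice and its enrichment analyses were not analysed here.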

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

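All tests of explanations in this part were chosen after the results were seen. The marker lists were fixed before the data were examined, apart from the fibroblast markers outside the matrix and lists said to be chosen after the values were seen.

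Atrial genes, which the paper does not discuss as a group, were far higher in both mutants than in WT. In the authors' deposited tables Myl7 was higher by 8.40 in Ft1ko and by 7.77 in Ft1sm22ko, with worked out means in WT of 55.5 and 75.4 normalized counts. The 13 atrial markers, which had a median of 2.11 in Ft1ko, include the genes that showed the pattern and so favour no explanation. Less atrial tissue in the WT samples and a rise of atrial genes with the loss of Ft1 cannot be told apart, because all WT hearts differ from all mutant hearts in genotype. The markers had a median of -0.41 in Ft1sm22ko over Ft1ko, where the loss of Aktip RNA is smaller, with a list test short of the threshold (adjusted p = 0.273).

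Genes of thymus and lung, which the paper does not report, appeared in the Ft1ko samples, where all 8 markers of lung epithelium were higher than in WT, with a median log2 fold change of 8.19. The authors' tool withholds a p where 1 library is extreme, and 121 genes had none in both comparisons with Ft1ko. Among them were 9 of the 10 thymocyte markers in the tables and all 4 genes of T cell precursors (Rag1, Rag2, Dntt and Ptcra). So were 9 of 9 thymus restricted genes, a list chosen after the values were seen. Besides the precursor genes it holds Foxn1, Aire, Psmb11, Prss16 and Ccl25. These counts restate the pattern and have no direction. For the thymus genes, neighbouring thymus and lung in the Ft1ko samples and T cells entering the heart with the loss of Ft1 cannot be told apart, because 0 of these markers had a p in Ft1ko over WT and no values per heart were at hand. In the authors' deposited table Rag1 had worked out means of 1275 in Ft1ko and 3.34 in WT, and Sftpc, the most abundant of the lung markers, had 26537 and 100.5. In Ft1sm22ko over WT the lung markers had no p either, the thymocyte markers fell short of the threshold as a list (adjusted p = 0.711), and of 3 precursor genes with a median of 2.45, Dntt, named after its values were seen, was higher.

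Matrix genes were higher in both mutants than in WT. A lower share of cardiomyocytes, which would raise the markers of all other cells alike, was argued against as the whole cause, as the endothelial median lay -3.66 from the epicardial one in Ft1ko, with quartiles apart in both mutants, while a lower share beside other changes stays open. This was the last of 3 pairs of lists compared, and from all fibroblast markers the endothelial median lay -1.14, and from 5 of them outside the matrix -0.84 (pericyte median -1.58), where the result hung on the markers taken. More atrial and epicardial tissue in the mutant samples stays open. In 4 of 4 tests the atrial and epicardial lists, which hold no matrix genes, stood above other genes. Both lists had been seen to rise before these tests were chosen, so the tests do not decide it. More matrix made with the loss of Ft1 cannot be told apart from more atrial and epicardial tissue. No values per heart or per cell type separate them, and the collagens rose by 0.95 more than the 5 fibroblast markers in Ft1ko and by 0.25 more in Ft1sm22ko. Lung genes were higher in the Ft1ko samples as well, and their share in the matrix rise was not separated.

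The direct comparison of the mutants, which the paper does not report, called 421 genes. Between Ft1sm22ko and Ft1ko, 77 genes of oxidative phosphorylation and 26 of fatty acid oxidation were higher in Ft1sm22ko, and 7 neutrophil markers were lower. In both comparisons with Ft1sm22ko 123 genes had no p, among them 9 of 15 genes of ciliated airway cells, a list chosen after the values were seen. In Ft1ko over WT 13 of these 15 genes were higher and 0 were lower, with a median log2 fold change of 5.24. Xist, made in cells with an inactive X chromosome, was higher in Ft1sm22ko than in Ft1ko by 11.07 on the log2 scale in the authors' deposited table (standard error 1.61, adjusted p = 4.33e-09). Of 34 cell cycle genes 33 were higher in Ft1ko and 26 in Ft1sm22ko than in WT, a group the paper does not discuss.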

How the results depend on the processing

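No paired analysis was possible because the tables hold 1 value per gene and comparison and the labels pair no animals. For the same reason another tool or normalization, a pseudocount, leaving out a replicate, a replicate block and an estimated correlation were not run, other groupings of the hearts were not counted, libraries in doubt could not be left out, and a run without a filter was not needed as no filter was set. At the Benjamini-Hochberg threshold the changed genes were 5986 in Ft1ko, 5367 in Ft1sm22ko, 3401 between the mutants and 3521 in both mutants, which is a more lenient threshold by construction. Members of lists past the threshold dropped from 1305 to 504 at the Bonferroni threshold, which is stricter. With a log2 fold of at least 1 or a mean of at least 10 or 100 normalized counts, the counts stayed between 1176 and 1541 in Ft1ko, 1089 and 1301 in Ft1sm22ko, 318 and 433 between the mutants, and 587 and 674 in both. Centring left Aktip at -2.06 in Ft1ko and -1.26 in Ft1sm22ko. Over the alternatives run, the size of the Ft1sm22ko change lay between 0.637 and 0.954 of the Ft1ko change, the last for genes picked in Ft1sm22ko, and it was 0.512 for genes called in Ft1ko alone and 1.18 for those called in Ft1sm22ko alone. Of 67 list calls over the 3 comparisons, 7 were lost and 0 gained at a correlation of 0.05, and 6 lost and 6 others gained with ranks. At a mean of at least 100, where 66 of these lists could be tested, 9 calls were lost and 2 gained, which leaves 59. Over all alternatives 490 values kept their direction and side of the threshold or moved little, 22 lost their call, 8 gained one, and 12 counts moved by over 1.5 times. No list called in either setting turned its direction, while 19 list tests short of the threshold in both settings did. The standard errors of the tables limit what the tests can detect. With them the Bonferroni threshold found 5, 19 and 32 of 100 simulated genes changed by a log2 fold of 1 in the 3 comparisons.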

Differences from the paper's values

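No count differed from the paper's by more than 1.5 times at the Bonferroni threshold it states. The paper's 1443 genes in Ft1ko (799 up, 644 down) stand beside 1504 here (827 and 677). The paper's 1064 in Ft1sm22ko (527 up, 537 down) stand beside 1270 (645 and 625), and the paper's 617 in both mutants beside 651. Among the alternatives set before the data were examined, the limit on the fold and both limits on the mean count stayed within 1.5 times of the paper's numbers, and the Benjamini-Hochberg threshold did not. A Bonferroni correction over 21218 tests, a number chosen after seeing the values so that the Ft1ko total is the paper's 1443, gave 796 up and 647 down in Ft1ko, 1217 genes in Ft1sm22ko and 620 in both. Which of the paper's own called genes it drops cannot be counted, as the sources used here do not list them. Figure 4B prints the numbers of the Ft1sm22ko genes up and down the other way round from the paper's text.

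The paper reports higher Tgfb1 RNA in Ft1ko. Its log2 fold change of 0.67 in the authors' deposited table had an adjusted p of 0.0671 over all genes, and it passed when adjusted over the 4 fibrosis genes alone, while Col1a1, Col5a2 and Fbn1 passed over all genes. The paper calls the rise of ANP most significant in Ft1ko. The authors' deposited tables give 4.85 in Ft1ko and 5.30 in Ft1sm22ko, and the adjusted p computed here was smaller in Ft1sm22ko. The paper also states lower BNP and Myh7 in Ft1ko, besides lower Acta1 and Myh6, which fell here too. BNP had a log2 fold change of -1.10 in the authors' deposited table (adjusted p = 0.105), and Myh7 had a log2 fold change of 1.37 in the authors' deposited table (adjusted p = 0.393). Of the 6 senescence and inflammation genes that the paper calls modulated, Ccl2 in Ft1sm22ko passed the threshold (adjusted p = 0.0051) and 0 of 5 in Ft1ko did, over all genes and when adjusted over the list alone. For p16 in Ft1ko, which the paper calls comparable to WT, no difference passed here. The paper assigns the PPARGC1A targets to Ft1sm22ko, where 12 of 16 fell in each mutant.

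The paper's Q-PCR at the same age used at least 5 animals per genotype of both sexes, and the sequencing used 3 or 4 stated to be male, so the samples compared here are unlike. By Q-PCR the paper reports higher PPARGC1A in both mutants, and Ppargc1a RNA fell by 2.23 and by 1.39 in the authors' deposited tables. The paper also finds more p21 RNA in both mutants by Q-PCR, where Cdkn1a had -0.37 and -0.64 in the authors' deposited tables (adjusted p = 0.452 and 0.3). By Q-PCR the paper finds Ndufb7, Tnnt2, Ttn and Tnni3 lower, or tending to be lower, in Ft1ko and not in Ft1sm22ko, and all 4 fell in both mutants here. For Col3a1, Col5a2, Tnc and Slc39a8, which the paper also measured by Q-PCR, the RNA was higher here in Ft1ko. The paper finds more IL-6 RNA in both mutants at this age by Q-PCR, and Il6 passed the threshold in neither here. It also finds less BNP, Myh7, Myh6 and Acta1 in Ft1ko by Q-PCR. Here Myh6 and Acta1 fell in Ft1ko, and BNP and Myh7 did not pass the threshold. The paper states that the sequenced animals were male. In the authors' deposited tables Xist had worked out means of 1.98 normalized counts in Ft1ko against 4245 in WT, and of 5720 in Ft1sm22ko against 5838 in WT. The Y gene Ddx3y had 718.7 in Ft1ko against 494.5 in WT, and 209.5 in Ft1sm22ko against 659.9 in WT, in the authors' deposited tables. Xist had no p in Ft1ko against WT, which the authors' tool withholds where 1 library is extreme, so the tables do not show how many WT hearts hold it. The Xist mean was almost 0 in Ft1ko and high in Ft1sm22ko, so sex and genotype are not separated between the mutants. A WT mean of 4245 needs at least 1 WT heart with Xist RNA, and the Ft1ko hearts had almost none. The Xist values therefore argue against the same mix of sexes in Ft1ko and WT, and sex and genotype are not fully separated there either. Between Ft1sm22ko and WT the Xist means were alike and the Ddx3y means differed with no p, so a different mix of sexes is not excluded there.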

Other observations

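Some genes of fetal growth were higher and some of the postnatal heart lower in the mutants, on lists picked for this pattern, so their counts restate it. Of 12 fetal and imprinted growth genes, a list chosen after the values were seen, 10 rose in Ft1ko (median log2 fold change 2.49) and 8 rose and Cdkn1c fell in Ft1sm22ko (median 2.05). H19, an imprinted RNA that is silenced after birth, was higher by 2.71 in Ft1ko (adjusted p = 2.13e-08) and by 2.43 in Ft1sm22ko (adjusted p = 9.93e-09) in the authors' deposited tables. Of 8 genes of the postnatal heart and muscle, also chosen after the values were seen, 8 fell in Ft1ko (median -4.72) and 7 in Ft1sm22ko (median -2.33), and 8 were higher in Ft1sm22ko than in Ft1ko. Slc38a3, an amino acid transporter on that list, fell by 5.09 and by 3.25 in the authors' deposited tables. The same list shares Ucp3 with the fatty acid oxidation group and Tnni3 and Myom2 with the sarcomere group. Whether the fetal and postnatal pattern underlies the changes of energy, sarcomere and matrix genes was not tested. The 34 cell cycle genes had a median of 2.48 in Ft1ko (list test adjusted p = 8.61e-13) and of 1.92 in Ft1sm22ko (adjusted p = 2.49e-10), with 33 and 29 higher when adjusted over the list alone. Mcm5, a subunit of the replicative helicase, was higher by 3.15 and 2.33 in the authors' deposited tables. Between the mutants the group lay lower in Ft1sm22ko (median -0.57, adjusted p = 0.047), a call lost at a correlation of 0.05 (adjusted p = 0.225). Lung genes were higher in Ft1ko as well, genes of thymocytes, which divide strongly, had worked out means above those of WT and no p, and their share in this rise was not separated.

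Genes of hormone, clock and immune programs moved as well. The paper's methods do not state the hour at which hearts were collected, and whether it differed between the groups was not tested. Of 14 genes of the glucocorticoid and fasting response 8 fell in Ft1ko (9 when adjusted over the list alone, median -1.39, adjusted p = 8.30e-06) and 8 in Ft1sm22ko (9 when adjusted over the list alone, median -1.27, adjusted p = 3.81e-08), while Fkbp5, named after its values were seen, rose in both and Lcn2 in Ft1ko. Cebpd fell by 1.67 (adjusted p = 1.54e-06) and by 1.96 (adjusted p = 4.03e-15) in the authors' deposited tables. Of 16 clock genes 8 fell in each mutant, with Arntl higher in Ft1ko and Cry1 and Bhlhe40 in Ft1sm22ko, named after their values were seen (the same numbers when adjusted over the list alone, adjusted p = 7.39e-04 and 0.0429), a call lost in Ft1sm22ko at a correlation of 0.05 (adjusted p = 0.132), with ranks and at a mean of at least 100, and Dbp, a clock output gene, fell by 2.66 and by 1.22 in the authors' deposited tables. Interferon response genes fell in 11 of 24 cases in Ft1sm22ko (11 when adjusted over the list alone, median -0.92, adjusted p = 1.98e-06). In Ft1ko 7 of 23 fell and Oas3, named after its values were seen, rose (7 and 1 when adjusted over the list alone, adjusted p = 0.0692, and 0.0462 when ranks replaced the Wald statistic). Stat2, which carries the interferon signal to the nucleus, fell by 1.43 and by 1.84 in the authors' deposited tables. Neutrophil markers were higher in Ft1ko than in WT, with 4 of 8 (S100a8, S100a9, Ngp and Ltf) past the threshold (6 when adjusted over the list alone, adjusted p = 0.0196, and 0.182 at a mean of at least 100 normalized counts), and lower in Ft1sm22ko than in Ft1ko with a median of -2.94 (adjusted p = 7.96e-09). S100a9, a granule protein of neutrophils, had 1.53 in Ft1ko and -1.25 in Ft1sm22ko in the authors' deposited tables (adjusted p = 0.00204 and 0.0124). Pericyte markers fell in Ft1ko in 5 of 8 cases with Notch3 higher (6 and 2 when adjusted over the list alone, adjusted p = 0.0122, lost when ranks replaced the Wald statistic with adjusted p = 0.0582 and at a mean of at least 100 with 0.0609). Rgs5, a pericyte marker, was higher in Ft1sm22ko than in Ft1ko by 2.02 in the authors' deposited table (adjusted p = 1.91e-14). Red cell markers rose in 5 of 5 cases in Ft1ko (adjusted p = 0.022) and in 4 of 5 in Ft1sm22ko (adjusted p = 0.0185), and fat markers in 5 of 9 (adjusted p = 0.0167) and in 3 of 8 (adjusted p = 0.0413), the last lost at a correlation of 0.05 (adjusted p = 0.0825). At a mean of at least 100 normalized counts the red cell call in Ft1ko (adjusted p = 0.0764) and the fat calls in Ft1ko (adjusted p = 0.233) and Ft1sm22ko (adjusted p = 0.984) were lost.

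The paper measured matrix and inflammation genes by Q-PCR in hearts of 21 week old mice. In the hearts of 1 week old mice Mmp2 was higher by 1.25 in Ft1ko (adjusted p = 0.0105) and by 1.29 in Ft1sm22ko (adjusted p = 2.93e-04) in the authors' deposited tables. Nos2 had -1.22 (adjusted p = 0.0546) and 0.14 (adjusted p = 0.787), and Il18 had 1.48 (adjusted p = 0.162) and 1.22 (adjusted p = 0.272) in the authors' deposited tables.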
